# Neuronal polyunsaturated fatty acids are protective in ALS/FTD

**DOI:** 10.1038/s41593-025-01889-3

**Published:** 2025-02-25

**Authors:** Ashling Giblin, Alexander J. Cammack, Niek Blomberg, Sharifah Anoar, Alla Mikheenko, Mireia Carcolé, Magda L. Atilano, Alex Hull, Dunxin Shen, Xiaoya Wei, Rachel Coneys, Lele Zhou, Yassene Mohammed, Damien Olivier-Jimenez, Lian Y. Wang, Kerri J. Kinghorn, Teresa Niccoli, Alyssa N. Coyne, Rik van der Kant, Tammaryn Lashley, Martin Giera, Linda Partridge, Adrian M. Isaacs

**Keywords:** Amyotrophic lateral sclerosis, Molecular neuroscience

## Abstract

Here we report a conserved transcriptomic signature of reduced fatty acid and lipid metabolism gene expression in a *Drosophila* model of *C9orf72* repeat expansion, the most common genetic cause of amyotrophic lateral sclerosis and frontotemporal dementia (ALS/FTD), and in human postmortem ALS spinal cord. We performed lipidomics on C9 ALS/FTD *Drosophila*, induced pluripotent stem (iPS) cell neurons and postmortem FTD brain tissue. This revealed a common and specific reduction in phospholipid species containing polyunsaturated fatty acids (PUFAs). Feeding C9 ALS/FTD flies PUFAs yielded a modest increase in survival. However, increasing PUFA levels specifically in neurons of C9 ALS/FTD flies, by overexpressing fatty acid desaturase enzymes, led to a substantial extension of lifespan. Neuronal overexpression of fatty acid desaturases also suppressed stressor-induced neuronal death in iPS cell neurons of patients with both C9 and TDP-43 ALS/FTD. These data implicate neuronal fatty acid saturation in the pathogenesis of ALS/FTD and suggest that interventions to increase neuronal PUFA levels may be beneficial.

## Abstract (web summary)

Lipidomics revealed that neurons of patients with ALS/FTD have reduced levels of polyunsaturated fatty acid (PUFA)-containing phospholipids. Increasing neuronal PUFA levels increased survival of *Drosophila* models of ALS/FTD and patient neurons, suggesting that interventions that increase neuronal PUFA levels in patients with ALS/FTD may also be beneficial.

## Main

Amyotrophic lateral sclerosis (ALS) and frontotemporal dementia (FTD) are two progressive and invariably fatal neurodegenerative disorders. ALS is characterized by loss of upper and lower motor neurons in the brain and spinal cord, leading to muscle wasting and paralysis, whereas FTD leads to degeneration of the frontal and temporal lobes of the brain, resulting in behavioral and language abnormalities. It is now well established that ALS and FTD represent two ends of a disease continuum, with overlapping clinical and pathological features. ALS and FTD are also linked genetically, with the most common genetic cause of both diseases being an intronic G_4_C_2_ repeat expansion in the *C9orf72* gene (C9 ALS/FTD)^1,2^.

The *C9orf72* repeat is transcribed bidirectionally into sense and antisense repeat RNAs, which are translated into dipeptide repeat proteins (DPRs) by a process termed repeat-associated non-ATG (RAN) translation^3–8^. RAN translation occurs in all reading frames and on both strands to produce five distinct DPR species: poly(GR), poly(GP) and poly(GA) from the sense strand and poly(GP), poly(PR) and poly(PA) from the antisense strand. DPRs and the repetitive RNAs themselves have been implicated in driving neurodegeneration^9–15^. In addition, the repeat expansion leads to reduced levels of the C9orf72 protein^16,17^, which may exacerbate gain-of-function mechanisms^18,19^. Despite numerous cellular pathways implicated downstream of the *C9orf72* repeat expansion since its discovery^20,21^, the molecular mechanisms driving neuronal loss are still unclear.

The brain has the second highest lipid content of any organ in the body, where these molecules serve as critical components of neuronal and organellar membranes. Brain lipids contain a particularly high proportion of polyunsaturated fatty acids (PUFAs)^22^ and epidemiological studies have demonstrated that increased dietary consumption of PUFAs, particularly ω-3 PUFAs, is associated with decreased ALS risk and longer survival after onset^23–25^. However, a molecular understanding of these findings and their relevance to neurodegeneration are unclear. Thus, in the present study, we sought to characterize lipid changes associated with C9 ALS/FTD and understand their contribution to neurodegeneration.

## Results

### Fatty acid and lipid metabolism pathways are decreased in C9 ALS/FTD

To identify pathways dysregulated in neurons in response to expression of the pathological *C9orf72* repeat (C9) expansion, we performed RNA sequencing (RNA-seq) on *Drosophila* heads with 36 G_4_C_2_ repeats expressed exclusively in adult neurons^9^ (Fig. 1a). These experiments were performed at an early timepoint (5 d of repeat expression) to assess early gene expression changes. 

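The experiment comprised 8 libraries from the heads of female flies that carried the repeat transgene and the elavGS driver. Of these, 4 came from induced flies fed 200 µM RU486 for 5 d and 4 from uninduced flies fed the ethanol vehicle, with 15 heads per library, and the sample labels give the age as 7 d. RU486 was fed to every induced and to no uninduced library, and no library came from flies fed RU486 without the repeat. The heads were sequenced whole, so the counts sum over neurons and all other cells of the head. The authors deposited the number of reads counted on each gene, without normalization. Totals ranged from 13247282 to 14192723 counts in uninduced heads (median 13897456) and from 13421396 to 14962813 in induced heads (median 14335905.5). At least 1 count was found on 12267 to 12295 genes per uninduced library and on 12513 to 12553 genes per induced library. The 20 most abundant genes took 25.6 to 26.1% of the counts of each uninduced library and 21.4 to 23.8% of those of each induced library. The scaling factors of edgeR's TMM method differed accordingly, from 0.913 to 0.954 in uninduced and from 1.04 to 1.08 in induced libraries. In a principal component analysis of the normalized values, the first component held 62.4% of the variance and separated all induced from all uninduced libraries, and the next held 8.67%. Between replicates of one group, counts varied more than sampling alone gives, with a chi-square per gene of 2.65 to 11.8, where 1 is the value for sampling noise. The variation was uneven. Pairs with uninduced replicate 4 gave 8.44 to 11.8, and pairs of the other uninduced libraries gave 3.62 to 3.79. Among induced libraries, replicates 2 and 4 gave 2.65, and the other pairs gave 4.48 to 8.45.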

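Between 4 induced and 4 uninduced libraries of fly heads, 3616 of the 9905 genes tested had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of these, 1750 were higher and 1866 lower in induced heads, so that 48.4% were higher. Scaling to the library totals only, a choice made after the data were seen, moved this split most, to 4488 higher and 874 lower genes, or 83.7% higher, and shifted the median log2 fold change of all tested genes to 0.18. The normalized values of the groups did not overlap for 1795 genes that were higher and 1771 that were lower, 36.0% of those tested, where chance gives 2.86%. Among genes with a mean log2 CPM of at least 1 and no overlap between the groups, the rise was largest for Hey (log2 fold change 5.78, standard error 0.23, adjusted p = 4.8e-10), followed by CG17777 (5.44), CG13428 (4.60), CG8620 (4.13) and CG8568 (3.97). CG13428 had a standard error of 0.78 and counts of 32 to 348 in the induced libraries, and its log2 fold change was 3.85 without induced replicate 3 and 5.73 without uninduced replicate 1. The neuronal marker elav, whose exons overlap those of a noncoding RNA on the same strand, was higher by a log2 fold change of 0.19 (adjusted p = 0.0017). Of 13 hand-written gene lists, which are not GO terms, 0 were over-represented among the genes that were higher by a log2 fold change above 0.58 (one-sided Fisher's exact test on edgeR's calls, Benjamini-Hochberg adjusted p under 0.05 over 26 tests). At an unadjusted p under 0.05 there was 1 list, the Hsp70 genes, of which only Hsp70Bb had enough counts to be tested (unadjusted p = 0.0402, adjusted p = 0.129, range over the alternatives 0.112 to 1), and with the calls of DESeq2 there were 0 lists at either level. With 1 tested gene, 0.0402 is the smallest unadjusted p that Fisher's test could give the Hsp70 list, so it could hardly pass the adjustment. Camera, which uses every member without a threshold, gave the same single gene a shift upward (log2 fold change 3.64, adjusted p = 3.1e-06).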

Gene ontology (GO) enrichment analysis of differentially expressed genes (DEGs) identified only three GO terms enriched among upregulated pathways (Extended Data Fig. 1a). However, among the most significantly downregulated pathways, we observed multiple terms related to fatty acid and lipid metabolism (Fig. 1b). This included reduction of several genes throughout the canonical long-chain fatty acid synthesis and desaturation pathway, such as *AcCoAS*, *FASN1*, *FASN2* and *Desat1* (Fig. 1c,d and Extended Data Fig. 1b). 

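Gene lists written by hand before the data were examined stood in for the GO terms. Among the 400 genes whose log2 fold change fell by more than 0.58, 6 of the 13 lists were over-represented (one-sided Fisher's exact test against the 9905 genes tested, Benjamini-Hochberg adjusted over 26 tests). The pathway of Fig. 1d had 4 of 6 members there (adjusted p = 2.4e-04). The wider list of fatty acid synthesis, elongation and desaturation genes holds those 6, and also genes of acetyl-CoA and NADPH supply, SREBP regulators, Acsl and Ppt1. Of its 20 tested members, 6 were among the 400 genes (adjusted p = 5.2e-04). They were the same 4 genes of Fig. 1d, which the paper presents from these libraries, with Men (-1.42) and Acsl (-0.69). The results of the wider list, here and below, are thus not independent of the pathway, and its 14 other genes were not put through Fisher's test alone. Of the fatty acid oxidation and lipolysis genes, 8 of 19 were there (adjusted p = 2.9e-06). The oxidation list moved most with the processing: its adjusted p was 0.0938 without uninduced replicate 4 and 0.828 with scaling to the library totals only, a choice made after the data were seen, within a range over all alternatives of 1.3e-09 to 0.828. In both cases 17 of the 19 members were still lower at an adjusted p under 0.05, but only 3 and 1 of them passed the threshold of 0.58, near which most of the members counted lay. The median log2 fold change of the oxidation list, -0.53, was near the change of the most abundant fat body transcripts together (-0.49). A lower share of fat body RNA in induced heads was not tested for the oxidation list and stays open. The fat body markers (4 of 8, adjusted p = 7.0e-04), antimicrobial peptide genes (8 of 15, 4.3e-07) and xenobiotic response genes (8 of 14, 4.2e-07) were also over-represented. The adjusted p of the antimicrobial list rose to 0.011 without uninduced replicate 2 and to 0.119 against genes at or above the median expression, in a range over all alternatives of 2.6e-07 to 0.119. Glycerolipid and phospholipid synthesis (3 of 17, adjusted p = 0.108), amino acid catabolism (3 of 20, 0.129), other heat shock genes (2 of 10, 0.154) and glial markers (1 of 9, 0.733) did not pass, and neuronal and photoreceptor markers had 0 of 14 members each.
Camera, a two-sided test of each list against all other genes with a preset inter-gene correlation of 0.01, gave 9 of the 13 lists a shift at an adjusted p under 0.05. The median log2 fold change was -0.96 for the pathway of Fig. 1d (adjusted p = 4.9e-11), -0.35 for the synthesis list (4.9e-09), -0.53 for oxidation and lipolysis (7.6e-16), -0.14 for glycerolipids and phospholipids (0.0062), -0.28 for amino acid catabolism (5.2e-04), -0.59 for fat body markers (1.2e-07), -0.60 for xenobiotic response genes (3.7e-07) and -0.90 for antimicrobial peptide genes (0.0442). With the correlation estimated from the data, the pathway of Fig. 1d, synthesis and oxidation (adjusted p = 0.0443 each) and the single Hsp70 gene (0.0381) still passed, while the other 5 did not, and fry kept all but the antimicrobial list (0.129). The unadjusted camera p of the single Hsp70 gene, which has no correlation between members, also rose, from 1.4e-06 to 0.0029. The estimated setting is thus stricter for reasons beyond the correlation. Neuronal markers (median 0.01, adjusted p = 0.819), photoreceptor markers (0.02, 0.918) and other heat shock genes (-0.08, 0.682) did not pass. The glial markers had a median of 0.13 but a mean of -0.05, the direction the test took (adjusted p = 0.422). Under scaling to the library totals only, the median of the glycerolipid list turned to 0.04 and that of the heat shock list to 0.09.
Counted gene by gene, 6 of 6 members of the Fig. 1d pathway were lower, also when adjusted over the list alone, and 13 of 20 synthesis genes were lower and 3 higher (14 and 3 adjusted over the list alone). For oxidation and lipolysis, 17 of 19 were lower and 1 higher (17 and 1 adjusted over the list alone). The furthest members by absolute log2 fold change were Men (-1.42) for synthesis, yip2 (-0.84) for oxidation, Dgat2 (-0.99, on 20 to 33 counts per uninduced and 10 to 22 per induced library) for glycerolipids and Gnmt (-1.98) for amino acid catabolism. Among genes with a mean log2 CPM of at least 1 and no overlap between the groups, the falls were largest for Lsp2 (-4.47), whose exons overlap those of an antisense RNA, CG5246 (-4.46), Lsp1beta (-2.97), Obp99b (-2.93) and tobi (-2.90). The order of Lsp2 and CG5246 is not settled, since CG5246 had a standard error of 0.47 and moved to -5.31 without induced replicate 4. DESeq2 gave -4.49 for CG5246 and -4.47 for Lsp2.

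**Figure D1:**
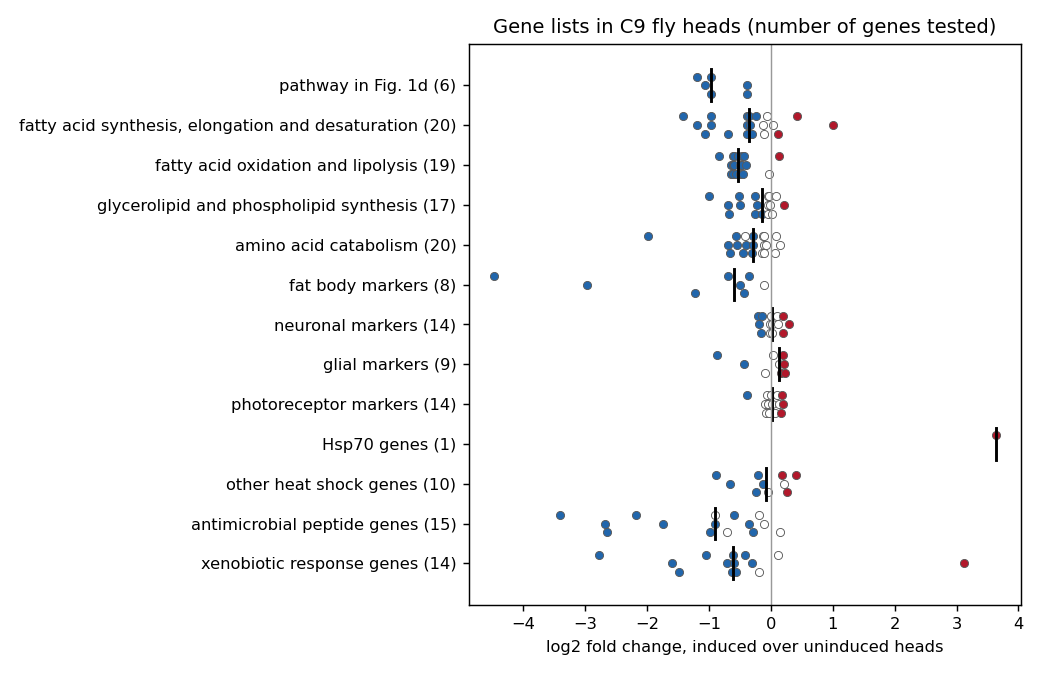
Log2 fold change, induced over uninduced heads, of each tested member of the 13 gene lists, with the number of genes tested in parentheses. Each point is a gene, filled where its adjusted p is under 0.05 (blue lower, red higher) and open otherwise, and the black bar is the median of the list, which lies at -0.96 for the pathway of Fig. 1d and at 0.01 for neuronal markers (0.19 under scaling to the library totals only).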

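AcCoAS, on chromosome 3L from 21270722 to 21280243, had 1638 ± 140 (SD, n = 4) normalized CPM in uninduced and 715 ± 48.6 in induced heads, a log2 fold change of -1.20 (standard error 0.07, adjusted p = 1.2e-08 from edgeR's quasi-likelihood test). FASN1, which the deposited table lists by its older name CG3523, went from 5267 ± 267 to 2694 ± 193 (log2 fold change -0.97, standard error 0.06, adjusted p = 4.5e-08). FASN2 lies beside it on chromosome 2L, from 3043947 to 3056143 against 3056598 to 3068177 for FASN1, and reads of these paralogs could have been shared in the counting. Its expression was low, with 84 to 96 counts per uninduced and 41 to 55 per induced library, and it went from 6.93 ± 0.275 to 3.31 ± 0.377 CPM (log2 fold change -1.06, standard error 0.11, adjusted p = 5.2e-06). Desat1, on chromosome 3R from 12439600 to 12447616, went from 5347 ± 508 to 2751 ± 164 (log2 fold change -0.96, standard error 0.07, adjusted p = 1.8e-07). For each of the 4 genes, every induced library was below every uninduced library (exact two-sided permutation test, p = 0.0286, the smallest p that 4 libraries against 4 allow). With each library left out in turn, the log2 fold changes stayed between -1.24 and -1.14 for AcCoAS, -0.999 and -0.928 for FASN1, -1.12 and -0.997 for FASN2 and -1.0 and -0.90 for Desat1. Scaling to the library totals only, chosen after the data were seen, moved them most, to -1.02, -0.79, -0.89 and -0.78 in the same order. SREBP, listed as HLH106, had a log2 fold change of -0.12 (adjusted p = 0.066, exact permutation p = 0.0571), which turned to 0.060 under that scaling (adjusted p = 0.335) and was -0.14 without induced replicate 3 (adjusted p = 0.0393). Over its alternatives, the adjusted p of SREBP ranged from 0.0393 to 0.335.
The qPCR of Extended Data Fig. 1b was normalized to αTub84B, which in these libraries was itself higher in induced heads by a log2 fold change of 0.16 (adjusted p = 0.0126). Relative to αTub84B, the RNA-seq counts of induced heads were 39.1% of those of uninduced heads for AcCoAS, 45.9% for FASN1 and 46.1% for Desat1. The paper's source data for the qPCR (n = 4 per group) give 31.5% for AcCoAS, 40.5% for FASN and 24.9% for Desat1, with an exact two-sided permutation p of 0.0286, 0.0571 and 0.0286. The paper presents these genes as examples of the downregulated lipid terms, and from the fly heads together with human spinal cord data, which are not analysed here, it concludes that lipid metabolism is transcriptionally dysregulated in ALS/FTD neurons in a conserved way, with fatty acid synthesis and desaturation downregulated.

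**Figure D2:**
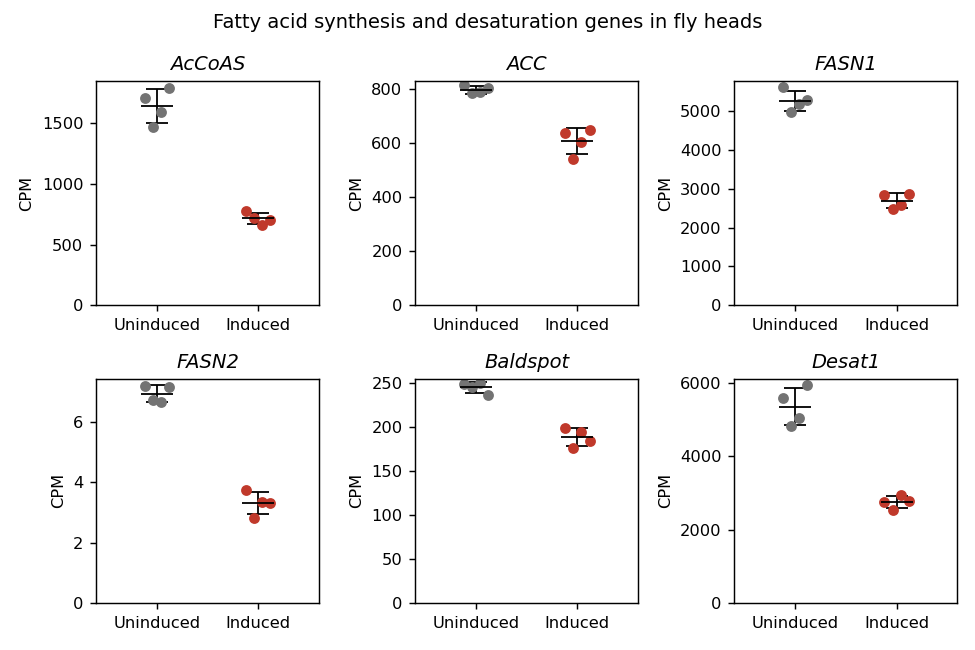
Normalized CPM of the 6 genes of the pathway in Fig. 1d in uninduced and induced heads, each panel with its own axis from 0. Points are the 4 libraries of a group and bars the mean ± SD, and in every panel the induced libraries lie below the uninduced ones.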

To determine whether these lipid gene expression changes were conserved in human disease, we reanalyzed the largest bulk RNA-seq dataset generated from ALS postmortem spinal cords, comprising 138 cases of ALS and 36 non-neurological disease controls^26^. Strikingly, genes in the same lipid and fatty acid metabolism pathway were also downregulated in ALS spinal cords, including *ACACA*, *ACSS2*, *FASN*, *ELOVL6* and *SCD* (orthologous to *Drosophila ACC*, *AcCoAS*, *FASN1*/*FASN2*, *Baldspot* and *Desat1*, respectively) (Extended Data Fig. 1c). These genes were similarly downregulated in the subset of 28 spinal cords of patients with C9 ALS present within the dataset (Extended Data Fig. 1c). Together, these findings demonstrate conserved transcriptional dysregulation of lipid metabolism, and specifically downregulation of fatty acid synthesis and desaturation processes, in ALS/FTD neurons.

**Fig. 1:**
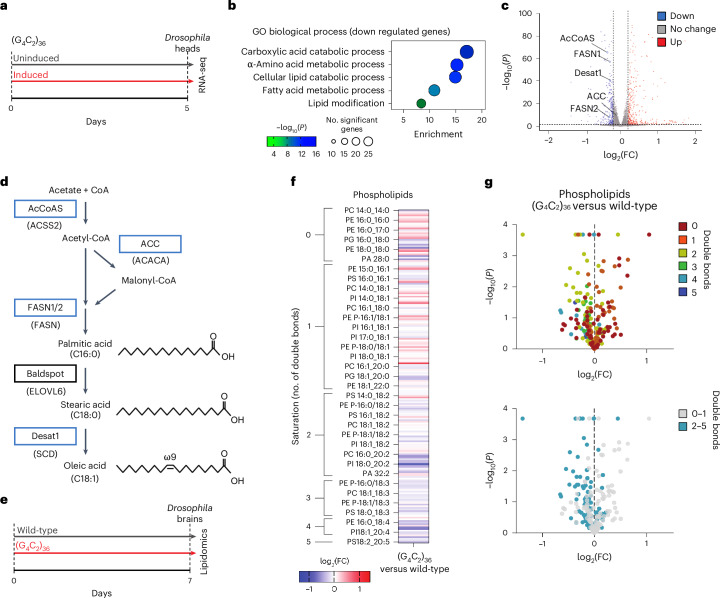
Transcriptomic and lipidomic analyses reveal downregulation of fatty acid and lipid metabolism genes and loss of PUFA-containing phospholipids in C9 flies. **a**, C9 flies were induced for 5 d before performing RNA-seq on heads compared with age-matched uninduced controls. **b**, GO biological process enrichment analyses showing lipid metabolism terms significantly enriched among downregulated genes in RNA-seq comparison of C9-induced fly heads versus uninduced controls (*n* = 4 biological replicates, with 15 fly heads per replicate). Genotype: UAS-(G_4_C_2_)_36_; elavGS. **c**, Volcano plot highlighting significantly downregulated fatty acid synthesis and desaturation genes in C9 fly heads. AcCoAS, Acetyl-coenzyme A synthetase. DEGs in **b** and **c** were calculated with DEseq2 using default parameters (Methods). **d**, Simplified long-chain fatty acid synthesis and desaturation pathway, with *Drosophila* genes in boxes and human orthologous genes in parentheses underneath. The blue boxes indicate genes that were significantly downregulated in C9 fly heads. The ‘C’ number indicates the number of carbons in the fatty acyl chain, the number after the colon denotes the number of double bonds and the ‘ω’ number denotes the position of the final double bond before the methyl carbon. **e**, C9 and wild-type (elavGS driver alone) flies induced for 7 d before brains were dissected for lipidomics analyses. **f**, Heatmap displaying all detected phospholipids as log_2_(fold-change) (log_2_(FC)) over wild-type fly brains (*n* = 3 biological replicates, with 20 fly brains per replicate). **g**, Volcano plots of all detected phospholipid species in C9 fly brains compared with wild-type control flies showing log_2_(fold-change) over wild-type and significance (two-sided Student’s *t*-test). Top, color corresponding to the number of double bonds in the phospholipid species’ most unsaturated fatty acyl chain. Bottom, all PUFA-containing species (two or more double bonds) colored cyan. Genotypes: elavGS, UAS-(G_4_C_2_)_36_; elavGS. Source data

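The pathway of Fig. 1d also holds ACC and Baldspot. ACC, on chromosome 2R from 7974115 to 7991862, had 797 ± 14.7 (SD, n = 4) normalized CPM in uninduced and 608 ± 49.2 in induced heads (log2 fold change -0.39, standard error 0.06, adjusted p = 1.12e-04 from edgeR's quasi-likelihood test). Baldspot, on chromosome 3L from 16648442 to 16661615, went from 245 ± 6.21 to 189 ± 10.0 (log2 fold change -0.38, standard error 0.05, adjusted p = 2.7e-05). For both genes every induced library was below every uninduced library (exact two-sided permutation test, p = 0.0286), and neither log2 fold change passed the threshold of 0.58 that the methods give for the GO enrichment. Over the alternatives, the log2 fold change ranged from -0.42 to -0.21 for ACC and from -0.40 to -0.20 for Baldspot, with adjusted p-values from 2.8e-10 to 0.0058 and from 2.6e-12 to 0.0040, and the values nearest to 0 came from scaling to the library totals only.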

### Altered phospholipid saturation in *C9orf72* flies and iPS cell neurons

In light of the dysregulation of the fatty acid and lipid metabolism transcriptional signature, we next determined whether lipids were altered in C9 fly brains. We dissected brains from C9 and wild-type control flies after 7 d of repeat expression and conducted lipidomic analysis of >1,400 complex lipid species (Fig. 1e). Among the different lipid classes that were measured, these experiments revealed a consistent change across phospholipid species (Fig. 1f,g). Phospholipids are composed of two fatty acyl chains and a head group. The number of double bonds in each chain determines their saturation with zero double bonds being a completely saturated fatty acid (SFA) and each additional double bond increasing unsaturation. Species with two or more double bonds are classed as PUFAs. We observed a marked shift toward higher phospholipid saturation and loss of PUFA-containing phospholipids compared with control brains (Fig. 1f,g). To test whether this phenotype was being driven by repeat RNA or DPRs, we then conducted lipidomics on brains from RNA-only (RO) flies, where the repeat is interrupted by stop codons and does not produce DPRs, and GR36 flies, in which the repeat sequence is codon optimized to no longer produce G_4_C_2_ RNAs but does produce toxic poly(GR) through ATG-driven translation^9,27^. We found that RO flies, but not GR36 flies, recapitulate the reduction in PUFA-containing phospholipids observed in C9 fly brains (Extended Data Fig. 2a–c). This indicates that reduction in phospholipid unsaturation is driven by repeat RNA rather than DPRs.

To determine whether these lipidomic alterations are conserved in a human model, we performed lipidomic analyses on C9 repeat-containing iPS cell cortical neurons and isogenic controls, which were induced with the i^3^Neuron protocol^28,29^ and collected 21 d later (Fig. 2a). As in the C9 flies, we observed a striking shift toward higher phospholipid saturation and loss of highly polyunsaturated phospholipids (containing fatty acyl chains with four or more double bonds) compared with controls (Fig. 2b,c and Extended Data Fig. 3a–c). To confirm that these changes were driven by the C9 repeat expansion and not cell-line variability, or other mechanisms such as *C9orf72* loss of function, we next performed lipidomic analyses in two cross-validation experiments (Fig. 2a). In the first, we exogenously expressed C9 repeats in control iPS cell neurons by transducing with (G_4_C_2_)_92_ or (G_4_C_2_)_2_ lentiviruses. As expected, lentiviral repeat expression resulted in substantial DPR production in (G_4_C_2_)_92_- but not (G_4_C_2_)_2_-transduced neurons (Extended Data Fig. 4). Exogenous repeat expression in control iPS cell neurons recapitulated the loss of highly polyunsaturated phospholipids that we observed in the C9 patient lines (Fig. 2b,c). This shows that expression of expanded *C9orf72* repeats is sufficient to drive the lipid changes observed. Next, we treated our three C9 lines with an antisense oligonucleotide (ASO) that specifically targets transcripts containing the C9 repeat^7^. This led to an almost complete (>95%) reduction in DPRs compared with a nontargeting (NT) control, confirming effective knockdown (Extended Data Fig. 4). C9 repeat knockdown prevented the reduction in highly polyunsaturated phospholipids that we observed in the C9 patient lines, suggesting that the C9 repeat was driving these changes (Fig. 2b,c and Extended Data Fig. 3a,d,e). Lipid class proportionality was similar across conditions, suggesting that these observations are the result of a specific shift in phospholipid saturation rather than a global alteration in lipid class abundance (Extended Data Fig. 5a). Together, these results demonstrate a striking and specific decrease in PUFA-containing phospholipid species caused by the presence of expanded C9 repeats.

**Fig. 2:**
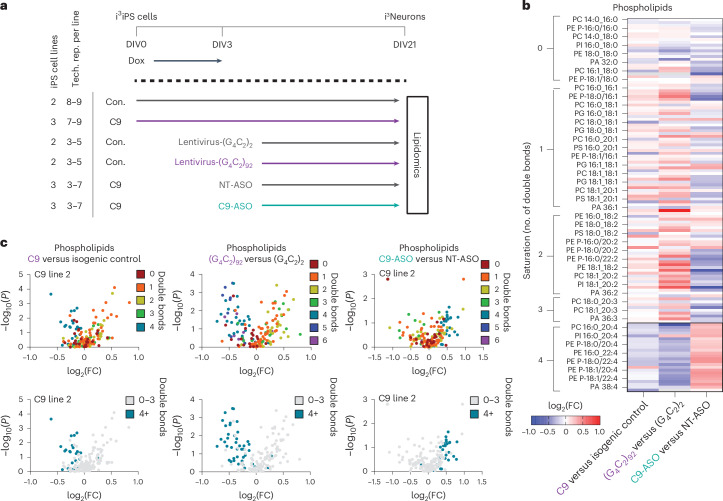
C9 repeats cause loss of highly unsaturated phospholipid species in iPS-cell-derived neurons. **a**, C9 and isogenic control i^3^iPS cells were induced using the i^3^Neuron protocol^28,29^ and cultured for 21 d in vitro (DIV21) for lipidomic analyses. To confirm disease specificity of lipid changes, control (Con.) lines were transduced with (G_4_C_2_)_92_ repeat or (G_4_C_2_)_2_ control lentiviruses, and C9 lines were treated with a *C9orf72* ASO or an NT control ASO^7^. Tech. rep., Technical replicate. **b**, Heatmap displaying all detected phospholipids as log_2_(fold-change) over controls for each experimental condition (*n* = 3 C9 lines, *n* = 2 control lines + lentiviruses, *n* = 3 C9 lines + ASO). Highly unsaturated species (four or more double bonds, outlined) were reduced in C9 lines and after lentivirus-(G_4_C_2_)_92_ treatment but increased in C9 lines treated with the C9 ASO compared with C9 lines treated with the NT ASO, indicating that these changes were driven by C9 repeats. The gray boxes indicate phospholipid species that were outside the fold-change range. **c**, Volcano plots of all detected phospholipid species in each line or condition compared with its control, displaying downregulation of highly unsaturated species (four or more double bonds). Values represent log_2_(fold-change) over control and significance (two-sided Student’s *t*-test) across all replicates within the labeled group. Top, color corresponding to the number of double bonds in the phospholipid species’ most unsaturated fatty acyl chain. Bottom, the highly unsaturated species (four or more double bonds) highlighted in blue. Source data

Given our observation of conserved phospholipid saturation alterations in i^3^Neurons, we wondered whether this was being driven by an alteration in neuronal desaturase expression as observed in our C9 flies. We assayed RNA levels of *FASN*, as well as the four major neuronal lipid desaturases, *SCD*, *SCD5*, *FADS1* and *FADS2*, in DIV21 i^3^Neurons, but found no significant changes in any of these genes compared with isogenic control lines at this timepoint (Extended Data Fig. 5b). This suggests that either desaturase expression is altered at an earlier timepoint than we assayed here or alternative upstream mechanisms are driving the observed lipidomic saturation shifts in C9 i^3^Neurons.

### Altered phospholipid saturation in FTLD postmortem frontal cortex

We next asked whether phospholipid saturation dysregulation is also present in human disease tissue. We performed lipidomic analyses on postmortem affected (frontal cortex) and less affected (cerebellum) brain tissue from a large cohort of 47 individuals with neuropathologically confirmed FTD, termed frontotemporal lobar degeneration (FTLD), 15 of whom had a C9 mutation and 13 age- and sex-matched, healthy controls (Fig. 3a). In concordance with our fly and iPS cell-neuron data, in FTLD frontal cortex we observed a decrease in highly unsaturated phospholipids, particularly those containing four or more double bonds in their most unsaturated fatty acyl chain (Fig. 3b,c and Extended Data Fig. 6a,b), whereas lipid class proportionality was similar between control and FTLD tissue in both brain regions (Extended Data Fig. 6c,d). It is interesting that there was one exception, in species containing arachidonic acid (C20:4), some of which were upregulated in FTLD tissues. This is consistent with the association of arachidonic acid with inflammatory signaling^30^, highlighting additional lipid alterations that occur in end-stage disease, as well as a previous study showing elevated arachidonic acid in C9 repeat disease models^31^. These changes in highly polyunsaturated phospholipids were largely specific to the frontal cortex. In both tissue regions, we also observed a decrease in species containing linoleic acid (C18:2), an essential PUFA that is a precursor for highly unsaturated fatty acid species^32^. Thus, consistent with C9 flies and iPS cell neurons, FTLD postmortem brains displayed a reduction in highly polyunsaturated species, specifically in the affected region.

**Fig. 3:**
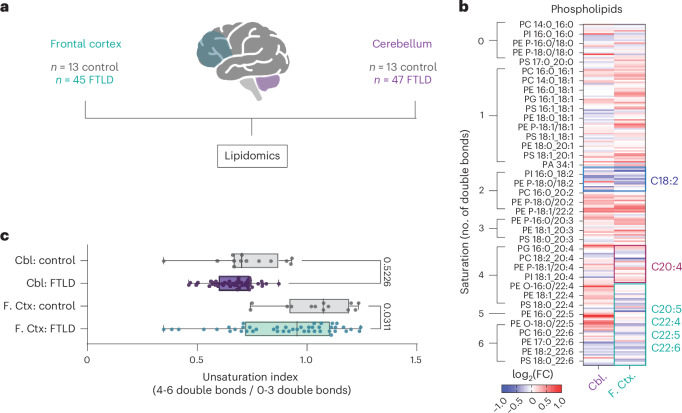
Highly unsaturated phospholipids are decreased in FTLD postmortem frontal cortex. **a**, Lipidomics performed on postmortem tissues from FTLD and age- and sex-matched control frontal cortex and cerebellum samples. **b**, Heatmap displaying all detected phospholipids as log_2_(fold-change) over control in each brain region. Highly unsaturated species (four or more double bonds, except those containing C20:4) are outlined in cyan and show broad downregulation in FTLD frontal cortex but not cerebellum. Species containing arachidonic acid (C20:4) are outlined in red and many display upregulation in FTLD frontal cortex. Species containing linoleic acid (C18:2) are outlined in blue and show downregulation in both tissue regions. Cbl, cerebellum; F. Ctx, frontal cortex. **c**, Unsaturation indices of phospholipids from FTLD and control brain regions, demonstrating a significant reduction in frontal cortex but not in cerebellum (two-way ANOVA, main effects of brain region (*P* < 0.0001) and disease state (*P* = 0.0154); post-hoc comparisons of FTLD versus control *P* values adjusted with Šídák’s multiple-comparison test; *n* = 13 control and *n* = 45 FTLD frontal cortex; *n* = 13 control and *n* = 47 FTLD cerebellum samples from separate individuals). The bounds of the box represent the 25th and 75th percentiles, whereas the whiskers represent minima and maxima and the line the median. Schematic in **a** created using BioRender; Cammack, A. (2024) https://BioRender.com/b41l552. Source data

### Promoting neuronal fatty acid desaturation increases C9 fly survival

To determine whether dysregulated lipid metabolism directly contributes to neurotoxicity, we first asked whether dietary supplementation with fatty acids could rescue survival of C9 flies. The PUFAs linoleic acid (C18:2) and α-linolenic acid (C18:3) (Fig. 4a) significantly but modestly extended median survival of C9 flies by 12–15% (Fig. 4b,c and Extended Data Fig. 7a–c), whereas adding saturated or monounsaturated fatty acid species (palmitic acid (C16:0), stearic acid (C18:0) and oleic acid (C18:1)) had either no effect or decreased survival (Extended Data Fig. 7d–f). The extensions in survival generated by PUFA supplementation were specific to the disease model, because supplementing wild-type flies with linoleic acid or α-linolenic acid either decreased or had no effect on wild-type survival (Extended Data Fig. 7g,h). Furthermore, these rescues were not the result of an alteration in feeding behavior, as measured by the proboscis extension assay (Extended Data Fig. 7i,j).

**Fig. 4:**
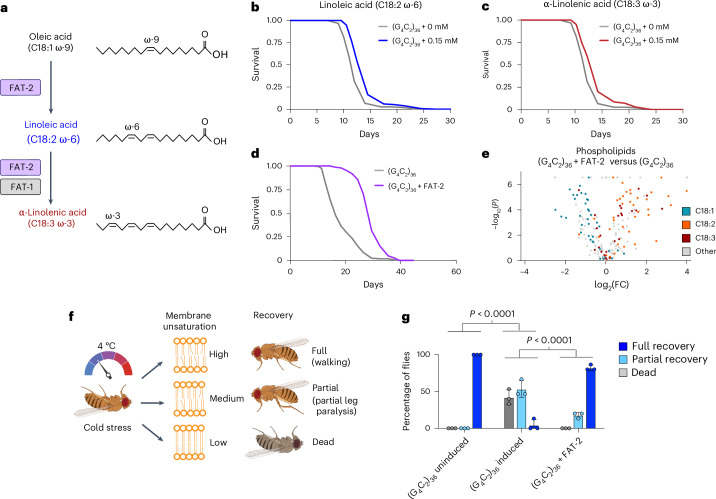
Promoting fatty acid desaturation through either genetic or feeding paradigms extends C9 fly survival and prevents cold-stress-induced death and paralysis. **a**, Simplified fatty acid desaturation pathway. **b**,**c**, Dietary supplementation of linoleic (**b**) or α-linolenic (**c**) acid at 0.15 mM extended C9 fly survival (linoleic acid *P* = 5.687 × 10^−5^; α-linolenic acid *P* = 2.951 × 10^−6^, log-rank test; *n* = 152 (0 mM), *n* = 134 (0.15 mM C18:2), *n* = 141 (0.15 mM C18:3)). **d**, Neuronal overexpression of *FAT-2* extended C9 fly survival (*P* = 5.119 × 10^−38^), log-rank test, *n* = 147 ((G_4_C_2_)_36_), *n* = 146 ((G_4_C_2_)_36_) + FAT-2. **e**, Volcano plot showing neuronal expression of *FAT-2* resulting in conversion of C18:1 into C18:2 and C18:3 within C9 fly brain phospholipids (*n* = 3 biological replicates, with 20 fly brains per replicate). Values represent log_2_(fold-change) over control and significance (two-sided Student’s *t*-test) across all replicates within the labeled group. **f**, Schematic diagram of cold stress assay. **g**, C9 flies show sensitivity to cold stress, with significantly increased death and paralysis, and decreased recovery compared with uninduced controls (*P* < 0.0001). Neuron-specific overexpression of *Desat1* or *FAT-2* in C9 flies significantly increased the proportion of flies experiencing a full recovery compared with (G_4_C_2_)_36_ alone and significantly reduced death post-exposure compared with (G_4_C_2_)_36_ alone (*n* = 3 biological replicates, containing 15 flies per replicate). Results were analyzed by *χ*^2^ test. Data are presented as mean ± s.d. Genotypes: UAS-(G_4_C_2_)_36_; elavGS, UAS-(G_4_C_2_)_36_; elavGS/UAS-Desat1, UAS-(G_4_C_2_)_36_; elavGS/UAS-FAT-2. Schematic in **f** created using BioRender; Isaacs, A. (2025) https://BioRender.com/v04i884. Source data

As the rescue with feeding PUFAs was modest, we next asked whether neuronal overexpression of fatty acid synthase or desaturase genes, which encode enzymes that produce and desaturate long-chain fatty acids, respectively (Fig. 4a), could prevent C9-associated neurodegeneration in vivo. We crossed our C9 flies to flies overexpressing lipid pathway genes, using the same adult neuronal driver as the C9 repeats, and measured survival. Although overexpression of the fatty acid synthase genes *FASN1* and *FASN2* resulted in survival extensions (Extended Data Fig. 8a–c), the most impressive rescues occurred when overexpressing fatty acid desaturases. Overexpression of *Desat1*, which introduces a double bond into the acyl chain of saturated fatty acids (for example, C18:0) to produce the monounsaturated fatty acid oleic acid (C18:1) significantly extended C9 fly survival, increasing median survival from 15 d to 25 d, an increase of 67% (Extended Data Fig. 8d). Linoleic acid (C18:2) and α-linolenic acid (C18:3) are termed essential fatty acids, because these species cannot be synthesized endogenously by most animals, including *Drosophila* and humans, and must be obtained from the diet to serve as precursors for generating more highly unsaturated PUFAs. However, the nematode *Caenorhabditis elegans* does possess fatty acid desaturases capable of endogenously synthesizing these essential PUFAs from more saturated precursors. Neuronal expression in C9 *Drosophila* of *C. elegans FAT-2*, a Δ12/Δ15 fatty acid desaturase that produces linoleic acid and α-linolenic acid from monounsaturated fatty acids^33,34^, provided an even greater rescue, extending median survival from 15 d to 27.5 d, an increase of 83% (Fig. 4d). We confirmed that both desaturases modified lipid saturation in the expected way, with *Desat1* converting C18:0 to C18:1 (Extended Data Fig. 8e) and *FAT-2* causing a marked conversion of C18:1 to C18:2 and C18:3 in C9 fly brains (Fig. 4e). Importantly, these genetic rescues were not the result of an effect on DPR levels, because poly(GP) levels in C9 fly heads were unchanged by overexpression of any lipid-related genes (Extended Data Fig. 8f,g).

Lipid saturation influences the biophysical properties of cellular membranes, particularly the packing of membrane phospholipids, with increased unsaturation resulting in an increase in membrane fluidity^33,35,36^. As membrane fluidity increases with temperature, poikilothermic *Drosophila* must adjust their membrane lipid content on temperature fluctuations to survive^37,38^. Indeed, *Drosophila* alter their feeding preferences in response to cold exposure to incorporate more PUFAs into their lipid bilayers to maintain their membrane fluidity^38^. Therefore, to investigate the mechanism by which neuronal desaturase expression is beneficial and whether membrane fluidity plays a role, we used a *Drosophila* cold-stress membrane fluidity paradigm. C9 flies were exposed to 4 °C for 18 h, which causes a cold-induced paralysis attributable to decreased membrane fluidity^33,39,40^, and then returned to room temperature, with recovery scored 1 h later (Fig. 4f). Whereas all nonrepeat-expressing control flies showed a full recovery after this period, 42% of flies expressing (G_4_C_2_)_36_ were dead and 54% were partially paralyzed, with only 2% exhibiting a full recovery (Fig. 4g). Strikingly, overexpressing either *Desat1* or *FAT-2* specifically in neurons prevented death entirely after cold exposure in C9 flies and resulted in a dramatically improved recovery (Fig. 4g). These data suggest that an increase in membrane fluidity contributes to the beneficial effect of neuronal desaturase overexpression.

We next asked whether loss of fatty acid synthesis or desaturation exacerbates neurodegeneration or is sufficient to induce neurodegeneration on its own. Knocking down *FASN1* in neurons did not alter C9 fly survival, however, expressing a *Desat1* hypomorphic mutant allele exacerbated toxicity in C9 flies, reducing survival and worsening tolerance in the cold-stress assay (Extended Data Fig. 8h–j). We then tested whether loss or overexpression of these genes can modify lifespan and neurodegeneration in wild-type flies. Knocking down *FASN1* or *Desat1* in eye neurons of wild-type flies using a GMR-GAL4 driver was not sufficient to induce neurodegeneration (Extended Data Fig. 8k,l) and *FASN1* knockdown in all neurons did not significantly modify wild-type fly lifespan (Extended Data Fig. 8m), suggesting that loss of these genes is insufficient to induce neurodegeneration on its own. Similarly, overexpressing these genes in neurons of healthy control flies had either no effect on survival or increased survival by a much smaller magnitude than that observed in the context of C9 repeats (Extended Data Fig. 8n–q). Thus, neuronal fatty acid desaturation alterations appear to sensitize neurons to degeneration and, accordingly, promoting lipid desaturation within neurons is beneficial for ameliorating C9-associated neurodegeneration in vivo.

### *FAT-1* or *FAT-2* rescue stressor-induced toxicity in C9 iPS cell neurons

We next investigated whether lipid desaturase overexpression can prevent C9-driven neurotoxicity in iPS cell neurons. We first sought to confirm in our i^3^Neuron system that desaturase overexpression is able to increase lipid unsaturation. *FAT-1* is a *C. elegans* lipid desaturase which adds a double bond to ω-6 fatty acids to create the more highly unsaturated ω-3 species^41^. As expected, we observed that lentiviral expression of *FAT-1* caused an increase in ω-3 fatty acids (for example, C20:5 and C22:6) and concomitant decrease in ω-6 species (for example, C20:4), both in the free fatty acid pool and in phospholipids (Extended Data Fig. 9a–e). *FAT-2*, as a Δ12/Δ15 fatty acid desaturase, creates both ω-3 and ω-6 species from less unsaturated precursors^34^. Accordingly, our lipidomic analysis revealed that *FAT-2* overexpression in C9 i^3^Neurons resulted in substantial increases in the essential fatty acids linoleic acid (C18:2) and α-linolenic acid (C18:3), as well as their more highly unsaturated derivatives (for example, C20:4, C20:5 and C22:6), in both the free fatty acid and phospholipid classes (Extended Data Fig. 9a–e). Thus, desaturase overexpression is a potent augmenter of lipid unsaturation in vitro.

We then tested whether overexpression of desaturase genes could prevent C9-associated neurodegeneration in human C9 neurons. We overexpressed *FAT-1*, *FAT-2* or a *BFP*-only control in C9 iPS-cell-derived spinal neurons (iPS cell-SNs) and then exposed them to high levels of glutamate to induce excitotoxicity (Fig. 5a). As previously reported^10,42^, C9 SNs exhibited heightened susceptibility to excitotoxic cell death compared with SNs derived from healthy donor iPS cells (Fig. 5b–d). Importantly, however, overexpression of either *FAT-1* or *FAT-2* was sufficient to partially rescue glutamate-induced toxicity, significantly decreasing cell death in C9 SNs compared with *BFP*-only control (Fig. 5b–d). Thus, desaturase overexpression is beneficial in preventing C9-associated neurodegenerative phenotypes in human C9 neurons.

**Fig. 5:**
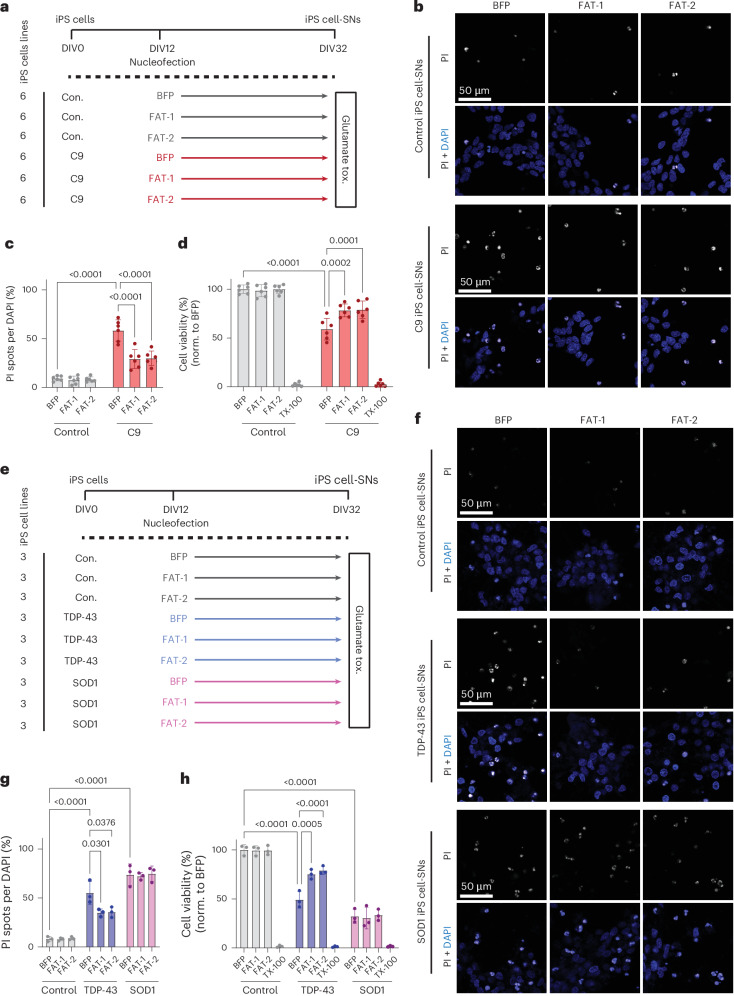
*FAT-1* and *FAT-2* rescue glutamate-induced excitotoxicity in C9 and TDP-43 iPS cell-SNs. **a**, Schematic of SN differentiation timeline, with timepoints of nucleofection and glutamate-induced excitotoxicity measurements. tox., toxicity. **b**, Representative confocal images of cell death in control and *C9orf72* iPS cell-SNs expressing *BFP*, *FAT-1* or *FAT-2*, as measured by PI incorporation. **c**,**d**, Quantification of the ratio of PI-positive (**c**) spots to DAPI-positive (**d**) nuclei (quantification of cell death) and Alamar Blue cell viability assay after 4-h exposure to 10 µM glutamate (*n* = 6 lines per condition). norm., normalized. **e**, Schematic of glutamate-induced excitotoxicity assay in TDP-43 and SOD1 mutant lines. **f**, Representative confocal images of PI incorporation in control, TDP-43 and SOD1 iPS cell-SNs (*n* = 3 lines per condition). **g**,**h**, Quantification of PI incorporation (**g**) and Alamar Blue cell viability assays (**h**) after 4-h exposure to 10 µM glutamate. Datapoints for PI incorporation represent average percentage cell death across ten images per well. Datapoints for Alamar Blue assay represent average percentage viability from three replicate wells for each condition. Two-way ANOVA with Tukey’s multiple-comparison test was used to calculate statistical significance in **c**, **d**, **g** and **h**. Data are presented as mean ± s.d. throughout the figure. Source data

Finally, we wondered whether the protective effect of desaturase overexpression might extend to other forms of ALS as well. To test this, we used our glutamate excitotoxicity assay on mutant TDP-43 or SOD1 iPS cell-SNs (Fig. 5e). In both disease groups, we observed heightened vulnerability to glutamate stress compared with control neurons (Fig. 5f–h). Overexpression of either *FAT-1* or *FAT-2* was able to partially rescue toxicity in TDP-43, but not SOD1 neurons (Fig. 5f–h). These results are consistent with the finding that lipid dysregulation is also found in sporadic ALS and FTLD (Fig. 3 and Extended Data Fig. 1c) and suggests that PUFA upregulation may be a common mechanism to combat stress that is protective in non-C9 ALS cases as well.

## Discussion

In the present study, we uncovered lipid metabolism dysregulation in multiple models of C9 ALS/FTD, including transgenic *Drosophila*, iPS-cell-derived neurons and patient postmortem brain and spinal cord tissue of patients with ALS and FTD. We first identified transcriptional dysregulation of canonical fatty acid synthesis and desaturation genes, which was present at a predegeneration timepoint in C9 fly heads and was conserved in end-stage disease in ALS postmortem spinal cord tissue. Through lipidomic assays in C9 flies, iPS-cell-derived neurons and FTLD postmortem brains, we identified a loss of PUFA-containing phospholipids. In vitro, this was recapitulated by transduction of control neurons with 92 G_4_C_2_ repeats and prevented by treatment with a C9 ASO, demonstrating a disease-specific lipid signature. Importantly, promoting lipid desaturation through neuronal desaturase overexpression prolonged survival of C9 flies and rescued glutamate-induced excitotoxicity in C9 and TDP-43 patient iPS cell-SNs. C9 flies also displayed a dramatic defect in cold-stress recovery, a measure of impaired membrane fluidity, which was strongly reversed by neuronal desaturase overexpression. Together, this suggests a functional role for lipid unsaturation in modifying neurodegeneration in ALS/FTD.

Growing evidence links dysregulated lipid homeostasis to neurodegenerative diseases, including ALS/FTD. Several studies have shown altered levels of lipid species in postmortem tissue^43^, cerebrospinal fluid^44,45^ and blood^46–48^ of patients with ALS/FTD as well as ALS rodent models^49^. PUFAs have been specifically linked to ALS pathogenesis, with multiple epidemiological studies suggesting a protective role for dietary PUFAs in decreasing risk of developing ALS^24,25,50^. A recent study of plasma fatty acids from 449 patients with ALS revealed that higher levels of plasma α-linolenic acid (C18:3) at baseline are associated with prolonged survival and slower functional decline, whereas increased plasma linoleic acid (C18:2) and eicosapentaenoic acid (C20:5) were associated with a reduced risk of death during follow-up^23^. Linoleic acid and α-linolenic acid are essential PUFAs that must be obtained from the diet and serve as precursors for the highly unsaturated species arachidonic acid (C20:4), eicosapentaenoic acid (C20:5) and docosahexaenoic acid (C22:6)^51^. In the present study, we report that a wide range of PUFA-containing phospholipids are altered in C9 flies, iPS cell neurons and FTLD postmortem frontal cortex. It is interesting that in our fly experiments the effect appeared to be driven by repeat RNAs, rather than the highly toxic DPRs. This was surprising because the repeat RNA alone is not sufficient to drive neurodegeneration in flies^9,52^. This indicates that the presence of repeat RNA is sensitizing but that additional stressors are required to cause overt neurodegeneration. Consistent with this possibility, knockdown of the fatty acid desaturase *Desat1* in wild-type flies was not sufficient to cause neurodegeneration on its own. This suggests that lipid saturation alteration is probably part of a ‘multistep’ disease process^53^, but importantly it is one that can be modulated to provide benefit. The mechanism by which repeat RNA leads to reduced phospholipid desaturation is not clear, but one possibility is that it could be driven by nucleocytoplasmic transport impairment, which could lead to mislocalization of master transcriptional regulators of lipid metabolism, such as sterol regulatory element-binding proteins or peroxisome proliferator-activated receptors, causing the widespread transcriptional dysregulation of lipid metabolism, with the resulting effects on lipid species reported here^54–56^. Although we see transcriptional changes that probably drive lipid changes in flies, it is possible that there are other triggers in the i^3^Neurons as well as sporadic ALS. For instance, alterations in lipid saturation could be a ‘lipid stress response’ to neurodegenerative insults. Our ‘DPR-only’ flies expressing 36 GR repeats exhibited an almost opposite brain lipid signature to that of RO flies and (G_4_C_2_)_36_ flies, with most PUFA-containing phospholipids appearing as increased compared with controls. As (GR)_36_ flies exhibit a highly aggressive neurodegenerative phenotype, it is still possible that they would also show reduced PUFA-containing phospholipids at earlier timepoints, although at this later disease stage surviving neurons that contain polyunsaturated phospholipids remain. This would be consistent with a loss of PUFAs sensitizing neurons to degeneration. A limitation of our study is the use of one *Drosophila* G_4_C_2_ repeat line, (G_4_C_2_)_36_, preventing us from assessing whether the number of repeats correlates with desaturation levels. Future work comparing lines with varying numbers of G_4_C_2_ repeats, inserted in the same locus, using the same driver and with otherwise genetically identical backgrounds, will help address this interesting question.

Our data fit well with the epidemiological evidence of PUFA levels and intake being protective in ALS, but crucially suggest that delivery of PUFAs to neurons is a key determinant of their protective function. We were able to study C9 lipid dysregulation specifically in neurons by using an inducible neuronal driver in *Drosophila* and employing pure neuronal cultures for lipidomic analyses. Using this approach, we observed a strikingly enhanced benefit of neuronal overexpression of desaturases in flies versus feeding PUFAs in the diet. To reach the brain, PUFAs need to pass the gut barrier, as well as the blood–brain barrier (BBB), and therefore the absolute quantities that reach neurons from the diet are unclear. A metabolic labeling study recently suggested that dietary sources account for 60–70% of the PUFAs in the mouse brain^57^. However, the efficiency of BBB transport varies for each fatty acid species^58^. This delivery issue may explain the differences in survival benefits observed between genetic overexpression of desaturases versus pharmacological supplementation of their fatty acid products, although we cannot rule out that dietary linoleic acid and α-linolenic acid may partially mediate their survival benefits through systemic actions. Furthermore, we have been able to show increased neuronal protection with increased unsaturation, demonstrating that any single gene in the lipid synthesis and desaturation pathway that can ultimately increase PUFAs in neurons can be beneficial; however, the extent of benefit is greater as one goes further down the pathway and increases the degree of unsaturation, with the benefit greatest with *FAT-2*, then *Desat1*, followed by *FASN1* and *FASN2*.

Aging is a major risk factor for both ALS and FTD^59,60^. It is interesting that overexpression of either *FASN1* or *Desat1* in neurons also significantly increased wild-type fly lifespan (although to a lesser degree than in C9 flies), suggesting that this pathway may also be beneficial to aging neurons and warrants further investigation in this context. Furthermore, we observed lipid-related transcriptional dysregulation and decreased PUFA-containing phospholipids, not only in our C9 models but also in non-C9 ALS/FTD postmortem material. Although our data show that C9 repeats are sufficient to drive lipid saturation changes, there must be other parallel pathways that induce these changes in sporadic forms of the disease and aging-related changes are an obvious candidate. Taken together, impaired lipid metabolism is a common dysregulated pathway in ALS/FTD and it will now be important to investigate the different drivers of lipid-related changes.

Lipid saturation, along with fatty acyl chain length and head group composition, influences membrane physicochemical properties and physiological functions^61,62^. The role of unsaturated lipids in modulating membrane fluidity has been well described^36,63–67^. Our study explored membrane fluidity in a physiological paradigm by testing the ability of flies to recover from cold stress. Flies neuronally expressing (G_4_C_2_)_36_ were sensitive to cold stress, which was ameliorated by overexpressing either *Desat1* or *FAT-2* with the same neuronal driver, suggesting that these desaturase enzymes are fluidizing neuronal membranes. Future studies are now warranted to assess the role of neuronal membrane fluidity in neurodegeneration. In addition to altering membrane dynamics, other mechanisms may also be involved. For example, PUFAs can be de-esterified from membrane phospholipids and converted to bioactive signaling molecules known as oxylipins^68–71^. Elevated levels of arachidonic acid-derived oxylipins, called eicosanoids, have previously been reported in ALS motor neurons, whereas inhibiting their production through 5-LOX inhibition has been shown to rescue toxicity in the developing eye in a C9 *Drosophila* model^31^, thus highlighting another PUFA-related pathway that may contribute to disease.

Although we focus here on neuronal lipids, future work may benefit from expanding these studies to glial and co-culture paradigms to unpick the interplay between different cell types. Indeed, recent work demonstrated that reactive astrocytes secrete saturated fatty acids, which promote motor neuron degeneration in ALS models^72–75^, whereas astrocyte-specific knockout of *ELOVL1*, an enzyme responsible for producing long-chain saturated lipids, reduced astrocyte-mediated neuronal toxicity in vitro and in vivo^72^. These data are in line with our findings because they converge on the hypothesis that PUFAs are protective to neurons whereas saturated fatty acids are harmful, which further highlights an important role for lipid desaturation in ALS/FTD pathogenesis. Overall, the results presented in the present study identify dysregulated lipid metabolism as a direct contributor to neuronal toxicity in C9 ALS/FTD and suggest that modulating neuronal lipid saturation is a promising approach for ameliorating neurodegeneration.

## Methods

### Ethics statement

Patient iPS cell lines were collected with prior informed patient consent and derived from biopsied fibroblasts. Ethical approval was received from the National Healtlh Service (NHS) Health Research Authority East of England, Essex Research Ethics Committee (REC, reference no. 18/EE/0293). Brains were donated to the Queen Square Brain Bank (QSBB; UCL Queen Square Institute of Neurology) with full informed consent. Clinical and demographic data for all brains used in the present study were stored electronically in compliance with the 1998 Data Protection Act and are summarized in Supplementary Table 1. Ethical approval for the study was obtained from the NHS research ethics committee and in accordance with the human tissue authority’s code of practice and standards under license no. 12198. All cases underwent a pathological diagnosis for FTLD according to current consensus criteria^76,77^.

### *Drosophila* maintenance

*Drosophila* stocks were maintained on SYA food (15 g l^−1^ of agar, 50 g l^−1^ of sugar, 100 g l^−1^ of autolysed yeast, 30 ml l^−1^ of nipagin (10% in ethanol) and 3 ml l^−1^ of propionic acid) at 25 °C in a 12-h light:dark cycle with 60% constant humidity. For RU486-induced experiments, food was supplemented with 200 µM RU486 (mifepristone). The elavGS stock was derived from the original elavGS 301.2 line^78^ and generously provided by H. Tricoire (CNRS, France)^79^. UAS-FASN1 and UAS-FASN2 lines were a gift from J. Montagne (Université Paris-Sud)^80^. The UAS-FASN RNAi line was obtained from Vienna *Drosophila* Resource Center (VDRC, cat. no. v29349). The w1118 line (BDSC, cat. no. 3605), GMR-GAL4 line (BDSC, cat. no. 9146) and UAS-Desat1 RNAi line (BDSC, cat. no. 37512) were obtained from the Bloomington Drosophila Stock Center (BDSC). The UAS-Desat1 (DGRC, cat. no. 118679), UAS-FAT-2 (DGRC, cat. no. 118682) and UAS-Desat1(42) (DGRC, cat. no. 118681) lines were obtained from the Kyoto Drosophila Stock Center^33^. The UAS-(G_4_C_2_)_36_, RO and (GR)_36_ stocks have been previously described^9,27^. All stocks were backcrossed to either a w1118 strain or v-w1118 stock for six generations before use in experiments. Stocks used in the present study are listed in Supplementary Table 2.

### Fatty acid supplementation to *Drosophila* food

Fatty acids were added to SYA food, along with 200 µM RU486 (Sigma-Aldrich), although it was still liquid but had cooled to 50 °C. The food was mixed thoroughly with an electric handheld blender, before dispensing into individual vials. Fatty acids used were palmitic acid (Merk, cat. no. W283215), stearic acid (Thermo Fisher Scientific, cat. no. 10002390), oleic acid (Merck, cat. no. W281506), linoleic acid (Merck, cat. no. 436305) and α-linolenic acid (Merck, cat. no. L2376).

### *Drosophila* behavioral and lifespan assays

#### Lifespan assays

The parental generation of experimental crosses was allowed to lay for 24 h on grape-agar plates supplemented with yeast paste. Eggs were washed briefly in 1× phosphate-buffered saline (PBS), pH 7.4 before being dispensed into bottles using a pipette at a standard density (20 µl of eggs in PBS, approximately 300 eggs). Then, 2-d post-eclosion flies were allocated to experimental vials at a density of 15 flies per vial. Deaths were scored and flies tipped on to fresh food at least 3× a week. All lifespans were performed at 25 °C on mated females.

#### *Drosophila* eye phenotype analysis

Flies carrying the UAS-FASN1 RNA interference (RNAi) or UAS-Desat RNAi construct were crossed to GMR-GAL4 flies at 25 °C. Then 2-day-old adult F1 female flies were used, with one eye per fly imaged using a stereomicroscope. All images were obtained under the same magnification; eye area was calculated from each image using Fiji.

#### Assessment of *Drosophila* feeding

The 2-day-old mated female flies were transferred to SYA food containing 200 μM RU486 or ethanol vehicle control with PUFAs at a density of five per vial on the evening before the assay, with between seven and nine replicate vials per experimental group. Vials were coded and placed in a randomized order in rows on viewing racks at 25 °C overnight. The next day, observations were performed ‘blind’ for 90 min, commencing 1 h after lights on and 30 min after the arrival of the observer to the room. In turn, each vial was observed for approximately 5 s, during which the number of flies feeding was noted. A feeding event was scored when a fly had its proboscis extended and touching the food surface while performing a bobbing motion. Once all vials in the experiment had been scored, nine additional rounds of observations were carried out in the same way for the whole 90 min. At the end of the assay, the vial labels were decoded and the feeding data expressed as a proportion by experimental group (sum of scored feeding events divided by total number of feeding opportunities, where total number of feeding opportunities = no. of flies in vial × no. of vials in the group × no. of observations)^81^. For statistical analyses, comparisons between experimental groups were made on the totals of feeding events by all flies within a vial, to avoid pseudoreplication.

#### Cold-stress recovery assay

*Drosophila* were induced on SYA medium containing 200 µM RU486 or ethanol vehicle control for 7 d, before exposure to 4 °C for 18 h to cause a cold-induced paralysis response. At the end of this period, lies were moved to room temperature for 1 h and recovery was assessed^39^. The number of flies exhibiting a full recovery (walking), partial recovery (partial paralysis) or death were quantified and expressed as a percentage of the total. The results were analyzed using the *χ*^2^ test.

### *Drosophila* RNA-seq

Adult female flies were induced on SYA medium containing 200 µM RU486 or ethanol vehicle control for 5 d and subsequently snap frozen. Total RNA was isolated from 15 heads per replicate using TRIzol, and the experiment was performed in quadruplicate. RNA-seq was performed with an Illumina NextSeq2000, using 16 million paired-end reads per sample and 100-bp read length. Raw sequence reads were aligned to the Dm6 reference genome. 

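Run again on the deposited counts with default parameters, DESeq2 gave 1527 higher and 1652 lower genes at an adjusted p under 0.05 among 11003 genes with an adjusted p, and 3103 of these genes were also called by edgeR. The authors' deposited table holds 1529 higher and 1644 lower genes at the same level among 11278 with an adjusted p, of which edgeR called 3094. The log2 fold changes of the rerun differed from those in the authors' deposited table by at most 5e-04.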

DESeq2 (default parameters) was used to perform differential expression analysis (DEGs provided in Supplementary File 2). The ‘runTest’ function from the topGO package (v.2.53.0)^82^ was used to perform GO enrichment analysis on DEGs (log_2_(fold-change) > 0.58). 

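With a log2 fold change threshold of 0.58 and an adjusted p under 0.05, edgeR called 398 higher and 400 lower genes. The rerun of DESeq2 called 400 higher and 378 lower genes, and the authors' deposited table holds 404 and 377. With each library left out in turn, edgeR's numbers ranged from 386 to 429 higher genes and from 340 (without uninduced replicate 4) to 430 lower genes. Under scaling to the library totals only, chosen after the data were seen, 743 genes were higher and 211 lower. A test against the threshold itself in place of a filter on the estimate, edgeR's glmTreat, called 171 higher and 131 lower genes.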

The ‘weight01’ algorithm and ‘fisher’ statistic were used when running topGO. The ‘GenTable’ function was used to generate a table with the top biological process GO terms. Plots with topGO terms were plotted using ggplot2 (v.3.4.2). We generated a heatmap for topGO terms showing the percentage of significant DEGs among all genes of a GO term expressed in a dataset using the pheatmap function from the pheatmap package (v.1.0.12, https://CRAN.R-project.org/package=pheatmap).

### RT–qPCR

Total RNA from fly heads was extracted from 15 heads per replicate, as above. Total RNA from i^3^Neurons was extracted from one well of a six-well plate per technical replicate using the using the Promega ReliaPrep RNA Cell Miniprep System using the manufacturer’s protocol, including DNase I digestion.

For reverse transcription (RT) in fly head samples, approximately 1 μg of RNA per sample (10.6 µl) was incubated with 2 µl of TURBO DNase (Thermo Fisher Scientific) and 1.4 µl of TURBO DNase buffer (Thermo Fisher Scientific) at 37 °C for 15 min. After this, the reaction was inhibited with addition of 2 µl of EDTA to a final concentration of 3.4 mM, followed by incubation at 75 °C for 5 min. Then 2 µl of 0.5 µg µl^−1^ of oligo dT and 2 µl of dNTP mix (10 mM stock made from individual 100 mM dNTP stocks, Invitrogen) were added to each sample followed by a 5-min incubation at 65 °C. After this, samples were placed on ice. To each reaction, the following was added: 8 µl of 5× first-strand buffer, 8 µl of 25 mM MgCl_2_, 4 µl of 0.1 M dithiothreitol, 2 µl of RNaseOut RNase inhibitor (40 units µl^−1^) and 1 µl of SuperScript II reverse transcriptase (Invitrogen). Samples were incubated at 42 °C for 50 min, then heat inactivated at 70 °C for 15 min. Quantitative (q)PCR was performed using the QuantStudio 6 Flex Real-Time PCR System (Applied Biosystems) using SYBR Green master mix (Applied Biosystems). Relative messenger RNA levels were calculated relative to αTub84B expression by the comparative *C*^t^ method. Primer sequences used are described in Supplementary Table 3.

Reverse transcription from i^3^Neuron samples was carried out with SuperScript IV Vilo (Thermo Fisher Scientific), using the manufacturer’s protocol and 75 ng of total RNA per technical replicate. Then qPCR was performed with the LightCycler 480 and SYBR Green master mix. Relative mRNA levels were calculated relative to glyceraldehyde 3-phosphate dehydrogenase (GAPDH) expression using the comparative *C*^t^ method. All primer pairs were from the predesigned catalog from IDT and were confirmed to have 90–110% efficiency in our hands with i^3^Neuron complementary DNA: GAPDH (Hs.PT.39a.22214836), FASN (Hs.PT.58.38567473), SCD (Hs.PT.58.45714389), SCD5 (Hs.PT.58.40730206), FADS1 (Hs.PT.4716384) and FADS2 (Hs.58.15091651).

### DPR MSD immunoassays

#### *Drosophila* head protein preparation

Adult female flies were induced on SYA medium containing 200 µM RU486 or ethanol vehicle control for 7 d and subsequently 10 heads per sample were homogenized in 100 μl of 2% sodium dodecylsulfate (SDS) buffer (Merck, cat. no. 428018) containing 1× radioimmunoprecipitation (RIPA) buffer (Sigma-Aldrich, cat. no. R0278) and complete mini EDTA-free protease inhibitor cocktail (Roche, cat. no. 11836170001) at room temperature for 30 s until the heads were no longer intact. Samples were then heated at 95 °C for 10 min. After centrifugation at 18,400*g* for 20 min at room temperature, the supernatants were collected in the new tubes. The protein concentration was determined using Pierce BCA Protein Assay Kit (Thermo Fisher Scientific, cat. no. 23325) according to the manufacturer’s manual.

#### Protein preparation of i^3^Neurons

The i^3^Neuron replicates for DPR Meso Scale Discovery (MSD) were collected alongside those used for lipidomic analyses from the same neuronal inductions. One well of a six-well plate was used per replicate for MSD. At DIV21, neurons were lifted with PBS, centrifuged and pelleted at 1,500*g* for 5–10 min, snap frozen on dry ice and stored at −80 °C until use. For protein preparation, cell pellets were resuspended in 200 μl of 2% SDS buffer (Thermo Fisher Scientific, cat. no. BP2436-200) containing 1× RIPA buffer and cOmplete mini EDTA-free protease inhibitor cocktail and sonicated 2× for 10 s at 30 A and 4 °C. Sonicated samples were centrifuged at 17,000*g* for 20 min at 16 °C, after which supernatants were collected and used in MSD assays.

#### Running MSD assays

Samples were diluted to the same concentration with homogenization buffer and 25 μl (fly samples) or 90 µl (cell samples) was loaded in duplicate on to the 96-well MSD immunoassay plate. Singleplex MSD immunoassays to measure poly(GA) or poly(GP) levels were previously validated^83^. The following antibodies were used: anti-poly(GP) (GP658, custom-made from Eurogentec, 2 µg ml^−1^) and anti-poly(GA) (Merck Millipore, clone 5E9, cat. no. MABN889, 1 µg ml^−1^) as capture antibodies, and biotinylated anti-poly(GP) (GP658*, 1 µg ml^−1^) and biotinylated anti-poly(GA) (GA5F2*, kindly provided by D. Edbauer (Ludwig-Maximilians-Universität, Munich), biotinylated in house, 1 µg ml^−1^) as detector antibodies. Plates were read with the MSD reading buffer (cat. no. R92TC) using the MSD Sector Imager 2400. A four-parameter logistic regression curve was fit to the values obtained from a standard curve using GraphPad Prism and concentrations were interpolated. Signals correspond to the intensity of emitted light on electrochemical stimulation of the assay plate. Before analysis, the average reading from a calibrator containing no peptide was subtracted from each reading.

### Differentiation of i^3^Neurons

C9 patient and isogenic control iPS cell lines were kind gifts of the Chandran laboratory at the University of Edinburgh^42^ and C9 repeat knock-in lines on the KOLF2.1J background were a gift from the Skarnes laboratory at Jackson Labs as part of the iPS cell Neurodegenerative Disease Initiative^84,85^ (line details in Supplementary Table 4). From these, we generated i^3^-compatible iPS cell lines via piggyBac-integration of a BFP-containing, doxycycline-inducible *Neurogenin2* (*Ngn2*) minigene (kind gift of M. Ward, NIH). After integration, iPS cells were subsequently doubly selected with puromycin and FACS, resulting in a pure population of stably expressing iPS cells. These i^3^iPS cells were then used for rapid differentiation into cortical neurons (i^3^Neurons) using a previously described method^28,29^. Briefly, i^3^iPS cells were grown to 70–80% confluency, washed with PBS, lifted with Accutase (Gibco) and plated at 375,000 cells per well in a 6-well plate on to Geltrex-coated plates (DIV0). Cells were maintained from DIV0–3 in an induction medium consisting of Dulbecco’s modified Eagle’s medium (DMEM-F12; Gibco), 1× N2 (Thermo Fisher Scientific), 1× Glutamax (Gibco), 1× Hepes (Gibco), 1× nonessential amino acids (Gibco), doxycycline (2 µg ml^−1^) and 10 µM Y-27632 (DIV0 only; Tocris), which was exchanged daily. On DIV3, cells were dissociated with accutase and replated on to poly(l-ornithine)- (Merck) or poly(ethylenimine)- (Sigma-Aldrich) and laminin- (Sigma-Aldrich) coated 6-well plates at 600,000 cells per well in neuronal maintenance medium consisting of Neurobasal medium (Gibco), supplemented with 1× B27 (Gibco), 10 ng ml^−1^ of brain-derived neurotrophic factor (PeproTech), 10 ng ml^−1^ of NT-3 (PeproTech) and 1 µg ml^−1^ of laminin. From DIV3 to DIV21, cells were maintained in neuronal maintenance medium, with one-third medium changes once weekly. Lentiviral transduction to overexpress (G_4_C_2_)_92_ or (G_4_C_2_)_2_ was done 1 h after DIV3 replating. Likewise, ASO treatments to target the *C9orf72* sense strand or an NT control were also begun on DIV3 and supplemented in medium changes thereafter. In brief, 1 h after replating, ASOs were transiently transfected using Lipofectamine Stem (Invitrogen, cat. no. STEM00015) at 5 μM final concentration according to the manufacturer’s protocol. Then 1 d after ASO treatment, a full medium change was done to remove remaining Lipofectamine Stem and replaced with neuronal maintenance medium containing 5 μM ASO, which was then further re-supplemented in weekly medium changes at 5 μM. ASOs were published in ref. ^7^ and have fully modified phosphorothioate backbones. The sequences are as follows, with the five 2ʹ-*O*-methyl RNA base-pairs on either end (italicized):

C9 sense targeting: *UACAG*GCTGCGGTTG*UUUCC*

NT: *CCUUC*CCTGAAGGTT*CCUCC*

### (G_4_C_2_)_92_ or (G_4_C_2_)_2_ lentiviral construct subcloning

The pCDH-EF1-MCS-IRES-copGFP lentiviral plasmid (System Biosciences) was used as the backbone to create (G_4_C_2_)_92_ and (G_4_C_2_)_2_ lentiviral constructs. Subcloning to insert the repeats was undertaken in a two-step process. First, we synthesized a DNA fragment consisting of a customized multiple cloning site (MCS) sandwiched in between 300 bp each of repeat-adjacent upstream and downstream sequences from *C9orf72* intron 1 and then inserted into the internal MCS of pCDH-EF1-MCS-IRES-copGFP with InFusion cloning (Takara Bio) in between XbaI and NotI restriction sites. This interim construct, termed ‘pCDH-EF1-C9up-MCS-C9down-IRES-copGFP’ was verified with diagnostic restriction digests and Sanger sequencing across the insert. Then, to create the (G_4_C_2_)_92_ construct, a 92-repeat sequence was isolated from a previously verified in-house construct with NheI and NotI restriction digests and subcloned into the MCS of pCDH-EF1-C9up-MCS-C9down-IRES-copGFP with overnight ligation at 4 °C (T4 ligase, NEB). To maintain repeat stability, bacterial clones were grown at room temperature, in half the standard ampicillin concentration (0.5 mg ml^−1^), and in low-salt lysogeny broth (Sigma-Aldrich). A repeat-stable clone was selected and subsequently maxi-prepped (QIAGEN) for use in lentiviral production. Thus, the final construct consisted of 92 repeats immediately surrounded on either side by 300 bp of endogenous *C9orf72* intronic sequence to facilitate RAN translation and upstream of an IRES-copGFP sequence for fluorescent visualization of transduction efficiency. To create the (G_4_C_2_)_2_ control lentiviral constructs, two complementary short oligos were synthesized containing two G_4_C_2_ repeats and NheI and NotI restriction site overhangs. Oligos were resuspended in annealing buffer (NEB buffer 2.1), heated to 95 °C and allowed to cool slowly to room temperature to anneal. Annealed oligos were used directly in ligation reactions into pCDH-EF1-C9up-MCS-C9down-IRES-copGFP with the same protocol as used for the 92-repeat construct.

### Lentiviral production

HEK293T cells were grown at 37 °C and 5% CO_2_ in T175 flasks. At ~70% confluency, cells were transfected with either (G_4_C_2_)_92_ or (G_4_C_2_)_2_ lentiviral transfer plasmids along with PAX (Addgene, cat. no. 12260) and vesicular stomatitis virus G (Addgene, cat. no. 12259) lentiviral packaging plasmids with Lipofectamine 3000 Transfection Reagent (Invitrogen) according to the manufacturer’s protocol. After 48 h, medium was collected and centrifuged at 500*g* for 10 min at 4 °C to remove cell debris, after which Lenti-X Concentrator (Takara Bio) was added at a 1:3 ratio. After a minimum incubation of 24 h at 4 °C, the concentrator-medium mix was centrifuged at 1,500*g* and 4 °C for 45 min and the resulting concentrated lentiviral pellet was resuspended in sterile PBS, aliquoted and stored at −80 °C until use.

### Targeted lipidomics of *Drosophila* brains, human i^3^Neurons and postmortem brain samples

#### Sample collection

Adult female flies were induced on SYA medium containing 200 µM RU486 or ethanol vehicle control for 7 d. 60 flies per condition were dissected in PBS on ice, with 20 brains per biological replicate. The brains were collected in 300 µl of PBS and centrifuged at 375*g* for 5 min at 4 °C. Then, 200 µl of supernatant was removed and samples were homogenized before fast-freezing on dry ice. Samples were stored at −80 °C until analysis. For i^3^Neurons, at DIV21 cells were pelleted and stored at −80 °C until analysis. Postmortem brain samples were from pathologically diagnosed cases of FTLD without *C9orf72* expansion (*n* = 32), FTLD with *C9orf72* expansion (*n* = 15) and neurologically normal controls (*n* = 13). One sample from a non-C9 FTLD patient was included twice as a technical replicate. Frontal cortex gray matter and cerebellum were dissected from each brain and stored at −80 °C until analysis.

#### Targeted lipidomic measurements

Comprehensive targeted lipidomics was accomplished using a flow-injection assay based on lipid class separation by differential mobility spectroscopy and selective multiple reaction monitoring (MRM) per lipid species (Lipidyzer platform, SCIEX). A very detailed description of lipid extraction, software and the quantitative nature of the approach can be found elsewhere^86–88^. In short, after the addition of >60 deuterated internal standards (ISs), lipids were extracted using methyl *tert*-butyl ether. Organic extracts were combined, dried under a gentle stream of nitrogen and reconstituted in running buffer. Lipids were then analyzed using flow injection in MRM mode employing a Shimadzu Nexera series HPLC and a Sciex QTrap 5500 mass spectrometer. For the internal calibration, deuterated IS lipids for each lipid class were used within the lipidomics workflow manager. Each lipid species was corrected by the closest deuterated IS within its lipid class and afterwards the obtained area ratio was multiplied by the concentration of the IS.

### Analyses of targeted lipidomic datasets

#### Filtering and normalizations

Raw amounts of individual lipid species were obtained from the Lipidyzer platform as above and subsequently filtered and normalized. Datasets were first filtered for low-abundance and undetected lipid species. To pass filtering, a lipid species must be detected in at least 80% of all samples in the analysis or in 60% of samples in any one group, and must also be at least twofold above the average of the blanks. After filtering, missing sample values were imputed as the median of other samples in their group; this step was found to be necessary for subsequent normalizations, because missing values greatly skewed the proportional datasets. Next, filtered and imputed datasets were normalized either to total lipids (for analysis of class-level lipid alterations, as in Extended Data Figs. 5a and 6c,d) or by lipid class individually (as in Figs. 2b,c and 3b,c and Extended Data Fig. 3a–e). Thus, these processing steps result in proportional lipidomic measurements, relative to either the total lipidome or total amount of lipid within each class, respectively.

#### Fold-changes in *Drosophila* brains

Biological replicates for these analyses contained 20 fly brains per condition. Each replicate was filtered and normalized individually by lipid class and then fold-changes and significance were calculated as the average of either C9/RO/GR36 over the average of the control (w1118) or (G_4_C_2_)_36_ + Desat1 /(G_4_C_2_)_36_ + FAT-2 over the average of (G_4_C_2_)_36_, using lipid class-normalized data.

#### Fold-changes in i^3^Neurons

For comparisons of C9 lines to their isogenic controls, we defined biological replicates as individual iPS cell lines and employed three separate C9 lines for lipidomic analysis. Technical replicates were defined as individual wells that were grown, collected and analyzed separately. To ensure reproducibility, technical replicates were collected across multiple neuronal inductions, and each lipidomic dataset was normalized to the average of the control condition within induction. For our main analysis, we compared each line with its own isogenic control, using technical replicates across inductions for statistical analysis and displayed the results for each individual line separately (Fig. 2c and Extended Data Fig. 3b,c). To demonstrate reproducibility across inductions, we also show fold-change from each individual neuronal induction separately in Extended Data Fig. 3a. The same rationale and analysis were applied to the ASO experiments, but rather comparing C9 ASO-treated lines with their own NT ASO-treated conditions, again with normalizations within induction (Fig. 2c and Extended Data Fig. 3d,e). For the 92-repeat lentiviral experiments, because this is an exogenous overexpression paradigm, we instead defined biological replicate units as individual neuronal inductions and performed three separate inductions for lipidomic analyses. Two of these inductions were done with control line 1 and the other with control line 2. For our main analysis in Fig. 2c, we then combined and compared technical replicates across the three inductions between 92-repeat and 2-repeat treated conditions; however, to demonstrate reproducibility across inductions, we also show fold-changes from each neuronal induction separately in Extended Data Fig. 3a. All i^3^Neuron lipidomic datasets are publicly available in user-friendly format at https://neurolipidatlas.nl, where any user can view and analyze each experiment, with full statistical analysis, either by induction separately or by all technical replicates combined by line or treatment condition.

#### Fold-changes and unsaturation indices in postmortem brain samples

Fold-changes in FTLD versus control samples, as used in the heatmap in Fig. 3b, were calculated for each lipid species separately as the average of the FTLD condition over the average of the control condition, using lipid class-normalized data. To calculate the unsaturation index in Fig. 3c, a composite score was calculated for each sample individually, using the ratio of the sum of phospholipid species with four to six double bonds in their most highly unsaturated fatty acyl chain over the sum of species with zero to three double bonds, after lipid class normalization. Each individual was considered a separate biological replicate and two-way analysis of variance (ANOVA) was used to calculate statistical significance across the two brain regions and between the FTLD and control. Normality tests were performed for each group with D’Agostino and Pearson’s test which determined each group to be normally distributed (*α* = 0.05).

### Glutamate-induced excitotoxicity assays in iPS cell-SNs

#### Subcloning for *BFP*, *FAT-1* and *FAT-2* overexpression constructs

The *mTagBFP* (Addgene, cat. no. 89685), *FAT-1* (Genscript) and *FAT-2* (Genscript) cDNAs were amplified with PCR and subcloned into the pHR-hSyn-eGFP vector (Addgene, cat. no. 114215), along with a T2A-NLS-mApple minigene for fluorescent visualization. In brief, enhanced green fluorescent protein (eGFP) was removed with BamHI and NotI (NEB) and *BFP/FAT-1/FAT-2* and T2A-NLS-mApple fragments were inserted with InFusion cloning (Takara Bio), as per the manufacturer’s protocol. The resulting plasmids were verified with diagnostic restriction digest and Sanger sequencing before being maxi-prepped (QIAGEN) for subsequent use in excitotoxicity assays.

#### Excitotoxicity assays

Non-neurological control and *C9orf72* iPS cells were obtained from the Answer ALS repository at Cedars Sinai (see Supplementary Table 5 for demographics) and maintained in mTeSR Plus medium at 37 °C with 5% CO_2_. The iPS cell-SNs were differentiated according to a modified diMNs protocol^56,89–91^ and maintained at 37 °C with 5% CO_2_. The iPS cells and iPS cell-SNs were routinely tested negative for *Mycoplasma*. On day 12 of differentiation, iPS cell-SNs were dissociated with trypsin; 5 × 10^6^ iPS cell-SNs were nucleofected with 4 µg of plasmid DNA in suspension. After nucleofection, 100 µl of cell suspension was plated in each well (total of 6 wells per cuvette) of a glass-bottomed or plastic 24-well plate for propidium iodide (PI) and Alamar Blue toxicity and viability experiments, respectively. Medium was exchanged daily for a total of 20 d to facilitate the removal of iPS cell-SNs that failed to recover post-nucleofection. On the day of the experiment (day 32 of differentiation), iPS cell-SN medium was replaced with artificial cerebrospinal fluid solution containing 10 µM glutamate. For those iPS cell-SNs undergoing Alamar Blue viability assays (plastic dishes), Alamar Blue reagent was additionally added to each well according to the manufacturer’s protocol at this time. After incubation, iPS cell-SNs for PI cell death assays were incubated with PI and NucBlue live ready probes for 30 min and subjected to confocal imaging. The number of PI spots and nuclei were automatically counted in Fiji. Alamar Blue cell viability plates were processed according to the manufacturer’s protocol. As a positive control, 10% Triton X-100 was added to respective wells 1 h before processing.

### Statistics and reproducibility

The statistical test used for each experiment is indicated in the figure legends. The log-rank tests for fly survival were performed in Microsoft Excel (template described in ref. ^92^). ANOVA or Student’s *t*-test analyses were performed in GraphPad Prism v.10.0.2. For all statistical tests, *P* < 0.05 was considered significant. Data distribution was tested for normality only where specifically stated in Methods, otherwise data distribution was assumed to be normal, but this was not formally tested. No statistical methods were used to predetermine sample sizes but our sample sizes are similar to those reported in previous publications^9,52,90^ and are listed in the figure legends for each experiment. For fly survival assays, roughly *n* = 150 flies were used per condition. For iPS cell-neuron experiments, the number of lines used is listed in Supplementary Tables 4 and 5 and, for lipidomics, the individual inductions are shown separately in Extended Data Fig. 3a. For human postmortem brain lipidomic experiments, there were *n* = 13 control and *n* = 45 FTLD frontal cortex samples, and *n* = 13 control and *n* = 47 FTLD cerebellum samples. Experimental groups were determined by genetic status and not randomized. Data collection and analysis were not performed blind to the conditions of the experiments unless specifically stated in Methods. No datapoints were excluded from the analyses.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41593-025-01889-3.

## Supplementary information

Supplementary Information Supplementary Tables 1–5.

Reporting Summary

## Source data

Source Data Fig. 1 Statistical source data.

Source Data Fig. 2 Statistical source data.

Source Data Fig. 3 Statistical source data.

Source Data Fig. 4 Statistical source data.

Source Data Fig. 5 Statistical source data.

Source Data Extended Data Fig. 1 Statistical source data.

Source Data Extended Data Fig. 2 Statistical source data.

Source Data Extended Data Fig. 3 Statistical source data.

Source Data Extended Data Fig. 4 Statistical source data.

Source Data Extended Data Fig. 5 Statistical source data.

Source Data Extended Data Fig. 6 Statistical source data.

Source Data Extended Data Fig. 7 Statistical source data.

Source Data Extended Data Fig. 8 Statistical source data.

Source Data Extended Data Fig. 9 Statistical source data.

## Data Availability

All transcriptomic data generated in the present study are deposited in the Genome Expression Omnibus, accession no. GSE255099. All lipidomic data generated from *Drosophila* brains, i^3^Neurons and postmortem brains are publicly available for user-friendly exploration in the recently described Neurolipid Atlas (https://neurolipidatlas.nl) and can be found by selecting ‘Isaacs’ as the contributing lab^93^. Source data are provided with this paper.

# Supplementary material for: Neuronal polyunsaturated fatty acids are protective in ALS/FTD
**Source:** Nat Neurosci. 2025 Feb 25;28(4):737–47. doi: 10.1038/s41593-025-01889-3
**Supplement:** Supplementary file 1 — Supplementary Tables 1–5.

# Neuronal polyunsaturated fatty acids are protective in ALS/FTD

---

In the format provided by the  
authors and unedited

## Supplementary Information

**Supplementary Table 1. Clinical and demographic data for post-mortem brain samples**

**Supplementary Table 2. Genotypes of Drosophila stocks used.**

| Stock                                              | Genotype                                                  |
|----------------------------------------------------|-----------------------------------------------------------|
| w <sup>1118</sup>                                  | w <sup>1118</sup>                                         |
| v-w+                                               | w v <sup>1</sup>                                          |
| elavGS                                             | w <sup>1118</sup> ; P{elavGSGAL4}                         |
| GMR-GAL4                                           | w <sup>1118</sup> ; P{GMRGAL4}                            |
| UAS-(G <sub>4</sub> C <sub>2</sub> ) <sub>36</sub> | w <sup>1118</sup> ; P{UAS-GGGGCC.36}attP40                |
| UAS-(GR) <sub>36</sub>                             | w <sup>1118</sup> ; P{UAS-GR.36}attP40                    |
| RNA-only                                           | w <sup>1118</sup> ; P{UAS-GGGGCC.36RO}attP40              |
| UAS-FASN1                                          | w <sup>1118</sup> ; P{UAS-FASN1.G}                        |
| UAS-FASN2                                          | w <sup>1118</sup> ; P{UAS-FASN2.G}                        |
| UAS-FASN1 RNAi                                     | w <sup>1118</sup> ; P{GD14739}2                           |
| UAS-Desat1                                         | w <sup>1118</sup> ; P{w[+mC]=UAS-Desat1.S}16              |
| UAS-Desat1[42]                                     | w <sup>1118</sup> ; P{UAS-Desat1[42]}3                    |
| UAS-Desat1 RNAi                                    | v <sup>1</sup> w <sup>1118</sup> ; P{TRiP.HMS01654}attP40 |
| UAS-FAT-2                                          | w <sup>1118</sup> ; P{w[+mC]=UAS-Cefat-2.S}3              |

**Supplementary Table 3. Primer sequences**

| Primer name  | Sequence              |
|--------------|-----------------------|
| AcCoAS_for:  | GAGCCACTTCAGTGATTTTCG |
| AcCoAS_rev:  | ACTTCATGAGGGCACGAATC  |
| FASN1_for:   | GCTTGCTCCAGTTCTCTGTA  |
| FASN1_rev:   | GTATCCATTGCCAGACTCAT  |
| Desat1_for:  | CCGGAGTGCTCTTCGAGTG   |
| Desat1_rev:  | CAGCCAGATGGAGGTAACCG  |
| Tubulin_for: | TGGGCCCGTCTGGACCACAA  |
| Tubulin_rev: | TCGCCGTCACCGGAGTCCAT  |

**Supplementary Table 4. i<sup>3</sup>iPSC line information**

| iPSC line name                       | Common name    | Sex (M/F) | Clinical diagnoses | Number of G <sub>4</sub> C <sub>2</sub> repeats | Source of iPSCs                  |
|--------------------------------------|----------------|-----------|--------------------|-------------------------------------------------|----------------------------------|
| BS6                                  | C9orf72 line 1 | F         | ALS/FTD            | ~750                                            | Chandran lab, Univ. of Edinburgh |
| BS6-2H9<br>(Isogenic control of BS6) | Control line 1 | F         | N/A                | Repeats removed by CRISPR-Cas9                  | Chandran lab, Univ. of Edinburgh |
| WTC11                                | Control line 2 | M         | N/A                | N/A                                             | Commercial                       |
| KOLF2.1J-D08                         | C9orf72 line 2 | M         | N/A                | KOLF2.1J with ~224 repeats knocked-in           | iNDI (84, 85)                    |
| KOLF2.1J-F05                         | C9orf72 line 3 | M         | N/A                | KOLF2.1J with ~202 repeats knocked-in           | iNDI (84, 85)                    |
| KOLF2.1J                             | Control line 3 | M         | N/A                | Parental line                                   | iNDI (84, 85)                    |

**Supplementary Table 5. Demographic Information for iPSN lines from Cedars Sinai**

| <b>iPSC line name</b> | <b>Age at collection</b> | <b>Sex (M/F)</b> | <b>Clinical diagnosis</b> |
|-----------------------|--------------------------|------------------|---------------------------|
| CS0201                | 56                       | F                | Non-neurologic control    |
| CS0002                | 51                       | M                | Non-neurologic control    |
| CS0206                | 72                       | F                | Non-neurologic control    |
| CS9XH7                | 53                       | M                | Non-neurologic control    |
| CS8PAA                | 58                       | F                | Non-neurologic control    |
| CS1ATZ                | 60                       | M                | Non-neurologic control    |
| CS2AE8                | 50                       | F                | Non-neurologic control    |
| CS3FGT                | 64                       | M                | Non-neurologic control    |
| CS0NKC                | 52                       | F                | C9orf72                   |
| CS0LPK                | 67                       | M                | C9orf72                   |
| CS0BUU                | 63                       | F                | C9orf72                   |
| CS7VCZ                | 64                       | M                | C9orf72                   |
| CS6ZLD                | Unknown                  | F                | C9orf72                   |
| CS8KT3                | 60                       | M                | C9orf72                   |
| CS3MG8                | 52                       | F                | TDP-43 M337V              |
| CS5ZLD                | 62                       | F                | TDP-43 N390D              |
| CS8EDM                | 63                       | F                | TDP-43 G384R              |
| CS2BFU                | 44                       | M                | SOD1 A5V                  |
| CS2RJV                | 57                       | M                | SOD1 G94A                 |
| CS7AF6                | 63                       | M                | SOD1 I114T                |

# Supplementary material for: Neuronal polyunsaturated fatty acids are protective in ALS/FTD
**Source:** Nat Neurosci. 2025 Feb 25;28(4):737–47. doi: 10.1038/s41593-025-01889-3
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                            |
|-----------------|--------------------------------------------|
| Data collection | No custom code used.                       |
| Data analysis   | GraphPad Prism version 10.0.2, ImageJ 1.53 |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All transcriptomic data generated in this study is deposited in GEO, accession GSE255099. All lipidomic data generated from Drosophila brains, i3Neurons and post-mortem brains are publicly available for user-friendly exploration in the recently described NeuroLipidAtlas (<https://neurolipidatlas.nl/>) and can be found by selecting "Isaacs" as the contributing lab. Source data for all figures has been provided with this manuscript.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                                                                                                                                                                                                      |
|--------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex and gender                                        | Sex is indicated for iPSC lines and post-mortem brains                                                                                                                                               |
| Reporting on race, ethnicity, or other socially relevant groupings | NA                                                                                                                                                                                                   |
| Population characteristics                                         | Age range 45-89, mean 69.7.                                                                                                                                                                          |
| Recruitment                                                        | NA                                                                                                                                                                                                   |
| Ethics oversight                                                   | Ethical approval was received from the NHS Health Research Authority East of England - Essex Research Ethics Committee (REC reference 18/EE/0293). All samples were collected with informed consent. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                     |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | We did not perform sample size calculations. Sample sizes were based on our own, or literature, experience of the number of samples required to observe biologically meaningful differences between groups.                                                         |
| Data exclusions | None                                                                                                                                                                                                                                                                |
| Replication     | We replicated lipidomics findings in iPSC -neurons by running n=3 inductions for each C9orf72 line and further confirmed using ASO treatments to abrogate changes. All experiments were successfully replicated with biological replicates as shown in the figures. |
| Randomization   | Groups were assigned by their genetic status so did not require randomisation                                                                                                                                                                                       |
| Blinding        | Blinding was not used where we used non-subjective measurements: death, lipid levels, DPR levels, transcript levels; but was performed for Drosophila feeding assays.                                                                                               |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                               |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Anti-poly(GP) 658, custom-made by Eurogentec; anti-poly(GA) clone 5E9, MABN889, Merck Millipore; anti-poly(GA) clone 5F2, kind gift of Prof D. Edbauer.                                                                                                                       |
| Validation      | Anti-poly(GP) 658 and anti-poly(GA) clone 5E9, MABN889, Merck Millipore were validated by us previously in Quaegebeur et al Acta Neuropathol Comms 8, 184 (2020). Anti-polyGA clones 5E9 and 5F2 were both validated in Mackenzie et al Acta Neuropathol 126: 859–879 (2013). |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|----------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | WTC11 human iPSC line was from the Coriell Institute. BS6, female and BS6-2H9, female, patient lines provided by Prof. Siddhartan Chandran. KOLF2.1J, male, KOLF2.1J-D08, male, KOLF2.1J-F05 male, lines provided by iNDI (Jackson Laboratories). Human iPSC lines (CS0201, CS0002, CS0206, CS9XH7, CS8PAA, CS1ATZ, CS0NKC, CS0LPK, CS0BUU, CS7VCZ, CS6ZLD, CS8KT3) from Cedars-Sinai used by Dr Alyssa N Coyne. HEK293T cells were from ATCC. |
| Authentication                                                       | Validation performed by AnswerALS, Jackson Laboratory or were previously published (Selvaraj et al 2018). HEK293T and WTC11 cells were not re-authenticated in our laboratory.                                                                                                                                                                                                                                                                 |
| Mycoplasma contamination                                             | We confirmed the lines were mycoplasma negative over the course of the experiments as we test regularly (monthly).                                                                                                                                                                                                                                                                                                                             |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines used.                                                                                                                                                                                                                                                                                                                                                                                                     |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                           |
|-------------------------|---------------------------------------------------------------------------|
| Laboratory animals      | Drosophila Melanogaster strain w1118 or v-w1118, used throughout lifespan |
| Wild animals            | NA                                                                        |
| Reporting on sex        | All experiments were performed on female flies                            |
| Field-collected samples | NA                                                                        |
| Ethics oversight        | Ethical approval not required for work on Drosophila Melanogaster         |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | <i>Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.</i>                                                                                                                                                                                                                                                                                          |
| Novel plant genotypes | <i>Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.</i> |
| Authentication        | <i>Describe any authentication procedures for each seed-stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.</i>                                                                                                                                                                                                                                       |

How the deposited data were processed for this re-analysis (not part of the article)

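RNA from fly heads was measured in 8 libraries, 4 from flies in which the repeat was induced with 200 µM RU486 for 5 d and 4 from uninduced flies, with 15 heads per library. The series holds a table with 16727 genes, in which each library is a separate column and no replicates were pooled. The authors aligned the reads to the Dm6 genome and deposited the raw count of each gene in each library, without normalization. The aligner, the counting tool, the gene annotation and the strand setting are not given in the sources used here. The authors also deposited a normalized score for each gene and library, which on the values is the count divided by a size factor of the library and rounded to whole numbers. The deposited log2 fold change, induced over uninduced, was made by the authors with DESeq2 at default parameters. The deposited p-value and adjusted p-value come from the authors' DESeq2 test of the same comparison. The raw counts were used for every result, and the authors' columns only where the text names the authors' deposited table.

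The table names genes by symbols of an older annotation release. Of these, 12514 equalled a current symbol, 3351 a CG number and 610 a unique synonym, and 94 had 1 candidate left among synonyms, which gave 16569 matched and 158 unmatched names. In 5 names the symbol had been altered to a date. Coordinates and exon lengths are those of the Ensembl annotation of BDGP6 in dm6 coordinates. Exons shared with another gene on either strand were looked up for every gene named, since the strand setting of the counting is unknown.

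Counts were tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization, the filter filterByExpr and the quasi-likelihood test, and p-values were adjusted by the Benjamini-Hochberg method over the 9905 genes that passed the filter. An adjusted p under 0.05 counted as a change, and the paper's log2 fold change threshold of 0.58 was added where the text says so. An adjusted p of a single gene is from this test unless another tool is named. The standard error of a gene's log2 fold change was calculated back from this test, as the absolute log2 fold change divided by the square root of the F statistic. It is thus approximate, most so for genes with few counts. CPM values use the same normalization, ± is the SD over the 4 libraries of a group, and the exact two-sided permutation tests used log2 of CPM plus 0.1. The comparison has a single factor with 4 libraries per group, so the smallest p of an exact permutation test is 0.0286. Library totals from 13247282 to 14962813 counts set the precision, which is lowest for genes with few counts. Floors and chi-square values cover counting error only.

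The GO enrichment was replaced by 13 gene lists written by hand before the data were examined, which are not GO terms. The pathway in Fig. 1d was taken from the paper, which presents it from these libraries, and the members of the other lists were written from general knowledge. The amino acid list was chosen because Fig. 1b shows amino acid terms. The synthesis list widens the pathway in Fig. 1d to acetyl-CoA and NADPH supply, further elongases and SREBP regulators. The choice of these lists was thus not independent of the paper. The lists are the pathway in Fig. 1d, fatty acid synthesis with elongation and desaturation, fatty acid oxidation and lipolysis, glycerolipid and phospholipid synthesis, amino acid catabolism, fat body markers, neuronal markers, glial markers, photoreceptor markers, Hsp70 genes, other heat shock genes, antimicrobial peptide genes and xenobiotic response genes. Of 190 members written, 184 were matched. The other 6 were dropped: jbond, PISD and Bckdhb were not found, and CG7461, Thiolase and CG6543 are older names of members already listed. Over-representation was tested with a one-sided Fisher's exact test for higher and lower genes, adjusted over 26 tests, against the genes tested. Shifts of lists were tested two-sided with camera of limma 3.58.1, adjusted over 13 lists, with a preset inter-gene correlation of 0.01. Lists of other neuropeptide genes and other neuropeptide receptor genes were added after the data were seen.

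The genes named in the text were fixed by a rule before the data were examined. They are the genes the paper names with a measurement, the 5 largest rises and 5 largest falls among genes with an adjusted p under 0.05, a mean log2 CPM of at least 1 and no overlap between the groups, SREBP, elav and the Hsp70 genes, and in each list the member past the adjusted p with the largest absolute log2 fold change. Values in the paper's own tables and figures had been seen when the rule was written. SIFa, SIFaR, FASN3, Dic3, DptB, Mtk, AttC, Yp1, Yp2, Yp3, apolpp, fit, CCAP, AstCC, ETHR and NPFR were chosen after their values were seen.

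The alternatives fixed before the data were examined were DESeq2 1.42.0 with default parameters, RLE and upper quartile normalization, no filter, at least 10 counts in every library, the replicate number as a block, each library left out in turn, an adjusted p under 0.01, glmTreat, lists without a fold change threshold or against genes at or above the median expression, camera with an estimated correlation, and fry. Scaling to the library totals only was added after the data were seen. The fits were tested on simulated data in which 200 of the 9905 genes were changed by a log2 fold change of 1. There edgeR recovered 96% of them, with 8.57% of its calls false, and DESeq2 recovered 94.5%, with 6.90% false, so both exceeded the nominal 5% of false calls in that simulation. The comparison of the groups was repeated for the 35 splits of the libraries 4 against 4. The remaining computation used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. The human RNA-seq, the lipidomics and the other experiments of the paper were not analysed here.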

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

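In this part, the tests of scaling, RU486, a heat shock response, reads from the transgene, mislabelling, fat body RNA and library size were chosen after the results were seen. A library far from the other 3 of its group was looked for in 90 groups of 4 values, and 4 groups held one, where chance gives 4.5.

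The 5 largest rises among genes with a mean log2 CPM of at least 1 and no overlap between the groups concern genes the paper does not discuss, which is why they are listed here: Hey (log2 fold change 5.78), CG17777 (5.44), CG13428 (4.60), CG8620 (4.13) and CG8568 (3.97). Counts were 0 to 10 per uninduced and 391 to 444 per induced library for Hey, and 1 to 14 against 32 to 348 for CG13428, whose log2 fold change moved to 3.85 without induced replicate 3 and to 5.73 without uninduced replicate 1. A different scaling as the cause is argued against, since the lowest of their values under RLE, upper quartile and library totals only was 3.96. An effect of RU486 itself cannot be told apart from an effect of the repeat for these genes, because 0 libraries came from flies fed RU486 without the repeat. The biological explanation that the design names, expression of the repeat, stays open beside it.

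Hsp70Bb, which the paper does not discuss, was higher by a log2 fold change of 3.64 (adjusted p = 3.3e-09), with 8 to 18 counts per uninduced and 143 to 182 per induced library. Induced replicate 4, at 9.13 CPM, lay below the other induced libraries at 11.5 to 12.0, and still above every uninduced library, the highest of which had 1.35. The mean log2 CPM of the Hsp70 list in the same library was 3.21 against 3.54 to 3.60, which is the same observation, since Hsp70Bb is the only tested member. A general heat shock response would raise the other heat shock genes too, but 5 of 10 were lower and 3 higher past the adjusted p of 0.05. The number lower was 4 under RLE and 2 under library totals only, and Hsp23, the furthest, had a log2 fold change of -0.89 (range over the alternatives -0.96 to -0.71). The number was used in place of the median, -0.08, after the median had been seen. Reads from the Hsp70 sequence that UAS vectors commonly carry could raise Hsp70Bb, and 96.4% of the counts of the Hsp70 group in induced heads fell on this gene, against 74.2% of 62 counts in uninduced heads, so the share alone says little. These reads and transcription of the gene cannot be told apart, because the table gives no position within the gene.

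DptA had 52.3 CPM in uninduced replicate 2 and 1.42 to 1.98 CPM in the other uninduced libraries. In the same library DptB (1137 counts), Mtk (2926 counts) and AttC (1648 counts) were also far above the other uninduced libraries (37 to 82, 187 to 201 and 118 to 220 counts). Over the 15 tested antimicrobial peptide genes, its median excess was 2.09 on the log2 scale, and 8 members exceeded the others by more than 1. Without this library the log2 fold change moved from -3.40 to -0.36 for DptA, from -2.67 to -0.29 for DptB, from -2.18 to -0.01 for Mtk and from -2.65 to -1.02 for AttC. The adjusted p was 0.029, 0.0315, 0.0427 and 0.010 with all libraries and 0.553, 0.482, 0.979 and 0.0035 without this one, and the highest over the alternatives was 0.553, 0.482, 0.979 and 0.0298. The exact permutation p was 0.2, 0.286, 0.429 and 0.0571. The calls of DptA, DptB and Mtk thus depended on this library, while AttC kept its call at a smaller fold change. In the authors' deposited table, 6 of the 19 list members have a log2 fold change but no adjusted p. A mislabelled library is argued against, since it lay nearer the other uninduced libraries in 94.4% of 826 genes that passed the adjusted p and the fold change threshold without it and were also tested with all libraries. More fat body RNA is argued against by the most abundant fat body transcripts (Yp1, Yp2, Yp3 and apolpp summed), which differed from the other uninduced libraries by -0.044 on the log2 scale, and a difference in library size by a log2 ratio of -0.014. An infection or immune challenge of some of the flies in that library may explain the pattern, but the design names none, and no biological explanation was tested.

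CG5246 had 4.09 CPM in induced replicate 4 against 0.749 to 1.14 CPM in the other induced libraries, and 12.9 CPM in the lowest uninduced library. Its log2 fold change of -4.46 became -5.31 without that library. No technical or biological explanation was tested for this value, and the number of such libraries is near that given by chance.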

How the results depend on the processing

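Scaling to the library totals only and the split of called genes by scaling were chosen as tests after the results were seen, and the other alternatives were fixed beforehand. Of 66 gene counts under the alternatives, 59 stayed within 1.5 times the main value. At an adjusted p under 0.01, 1166 genes were higher, and glmTreat called 171 higher and 131 lower genes, both stricter by construction. Scaling to the library totals only gave 4488 higher and 874 lower genes, 743 and 211 past the fold change threshold, of which 77.9% were higher, and the median of all genes shifted to 0.18. Of the genes called there, 2624 were also called with TMM. Under RLE, 1765 genes were higher and 1854 lower, and under upper quartile scaling 1693 and 1913. With each library left out in turn, 1527 to 1763 genes were higher and 1598 to 1764 lower.

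With the replicate number as a block (replicate block), 1671 genes were higher and 1788 lower, and 3382 genes were shared with the fit without it. The numbers do not pair the libraries, since the correlations between induced and uninduced libraries of the same number were -0.16, -0.03, 0.10 and -0.09.

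The 6 genes of Fig. 1d kept their direction and an adjusted p under 0.05 under every one of 15 alternatives. Over the named genes, 601 of 618 values kept direction and side of the threshold, 15 lost it and 1 gained it, and SREBP reversed to 0.060 under library totals only. The losses were of DptA, DptB and Mtk with a library left out or the replicate block, and of Yp2 under library totals only (-0.17, adjusted p = 0.0577, range 1.6e-04 to 0.0577). DESeq2 gave no adjusted p for DptA, DptB, Mtk and AttC.

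Fisher's exact test kept 433 of 442 values on their side. Most tests among higher genes had an adjusted p near the maximum and could hardly change side, so this tally says little about stability. The adjusted p of the oxidation list was 0.828 under library totals only, and 2.8e-08 to 0.0938 with each library left out, the highest without uninduced replicate 4 (range over all alternatives 1.3e-09 to 0.828). Of the 8 members past the fold change threshold with TMM, all but yip2 lay between -0.64 and -0.59, close to it, and 1 member passed it under library totals only and 3 without uninduced replicate 4, while 17 of 19 were lower at the adjusted p in both. The glycerolipid list passed with no filter (0.0479) and without a fold change threshold (0.0054), in a range of 0.0054 to 1. Amino acid catabolism passed without a fold change threshold (0.0054) and without uninduced replicate 2 (0.0052), induced replicate 1 (0.030) or induced replicate 2 (0.0231), in a range of 0.0052 to 0.382 with each library left out and of 0.0052 to 0.828 over all. The antimicrobial list did not pass against genes at or above the median expression (0.119, range 2.6e-07 to 0.119). For these lists the cause was not tested.

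Camera kept 196 of 207 values. With an estimated correlation, glycerolipids (0.0538, range over the alternatives 1.9e-05 to 0.0538), amino acid catabolism (0.0966, from 3.1e-05), fat body markers (0.101, from 8.8e-11), xenobiotic response genes (0.0966, from 2.7e-09) and antimicrobial peptide genes (0.643, from 0.0013) no longer passed. The p of the single Hsp70 gene rose too, without any correlation between members, so the correlation need not be the cause, which was not tested. Fry lost the antimicrobial list (0.129), and so did leaving out uninduced replicate 2 (0.217) or induced replicate 2 (0.0715), in a range of 0.0036 to 0.217 with each library left out. The direction reversed without induced replicate 2 for neuronal markers (0.614 to 0.957 with each library left out) and without induced replicate 2 or 4 for photoreceptor markers (0.703 to 0.986), far from the threshold in each case. Under library totals only, 10 neuronal markers were higher, against 3 with TMM, and the 4 that were lower with TMM no longer passed.

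Depth limits FASN2, FASN3, Dgat2, GstD5 and Dic3, among others, which had fewer than 100 counts in each library.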

Differences from the paper's values

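The tests of the log base and of the source data sheets in this part were chosen after the results were seen. The paper's qPCR of Desat1 (Extended Data Fig. 1b, source data) gives a log2 change of -2.03 relative to αTub84B, with SDs of 0.24 and 0.37 for the uninduced and induced groups on the log2 scale. The RNA-seq counts of these libraries give -1.11 relative to αTub84B. The values differed by more than the larger SD under each of the alternatives fixed before the data were examined, which gave -1.17 to -1.04, and also under library totals only (-1.11), which was added after the values were seen. For AcCoAS the paper's -1.77 and the RNA-seq value of -1.35, and for FASN the paper's -1.35 and the RNA-seq value of -1.13 for FASN1, differed by less than the larger SD.

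The x axis of Fig. 1c is labelled as a log2 fold change, but the points match these libraries on the log10 scale. AcCoAS lies at about -0.35 in Fig. 1c, read by eye, and its value is -1.20 on the log2 and -0.360 on the log10 scale. FASN1 lies at about -0.28 in Fig. 1c, read by eye, against -0.97 and -0.291, Desat1 at about -0.27 in Fig. 1c, read by eye, against -0.96 and -0.289, and FASN2 at about -0.3 in Fig. 1c, read by eye, against -1.06 and -0.320. The threshold of 0.58 on the log2 scale is 0.175 on the log10 scale. On that scale the values differ by less than the SD between libraries. Under library totals only, AcCoAS (-0.306, SD 0.037) and FASN1 (-0.238, SD 0.031) differed from the points by more than the SD, while Desat1 and FASN2 did not.

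In Fig. 1d the box of ACC is blue, for a significant fall, and that of Baldspot is not. In these libraries both fell, with a log2 fold change of -0.39 for ACC (adjusted p = 1.12e-04) and -0.38 for Baldspot (adjusted p = 2.7e-05), and neither passed the fold change threshold of 0.58. The other 4 genes of the pathway, all drawn as downregulated, passed both thresholds. In the authors' deposited table the adjusted p of Baldspot is 2.7e-12 and that of ACC 2.8e-10.

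Fig. 1b shows an amino acid term among the lower genes. The hand-written list of amino acid catabolism genes, which is not that term, did not pass Fisher's exact test (3 of 20 members, adjusted p = 0.129, range over the alternatives 0.0052 to 0.828), and passed without a fold change threshold (0.0054), without uninduced replicate 2 (0.0052), induced replicate 1 (0.030) or induced replicate 2 (0.0231), and in camera (5.2e-04).

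The source data sheets headed as the fly heads of Fig. 1b,c and Extended Data Fig. 1a were read for 1998 genes each, part of the sheet. Only 6 of these names occur in the fly table, and all 1998 equal the values under the same names in the columns for human C9 spinal cords, so these sheets were not used for the fly comparison.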

Other observations

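The splits of the libraries were planned as tests before the results were seen. The tests of fat body RNA, matched random lists, scaling, library size, RU486 and neuropeptide genes in this part were chosen after them.

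In the 35 splits of the 8 libraries 4 against 4, only the real one, 1 of 35, gave as many as 3616 genes past the adjusted p of 0.05, or as many as 798 past the fold change threshold as well. The largest number in another split was 0 for both (66 to 814 genes at an unadjusted p under 0.05, against 4463 in the real split), by edgeR's quasi-likelihood test, so chance can be excluded for the number of genes, at the smallest share that these splits allow. The other splits mix induced and uninduced libraries, which widens the spread within their groups, so their 0 is no measure of how many genes unrelated libraries would give. For the 6 lists found by Fisher's exact test, chance was not tested by the splits (1 of 35), because no other split called any gene that could enter the test. Camera gave 9 lists in the real split and 9 in another one, 2 of 35, so chance cannot be excluded for the number of lists it calls. That other split exchanges 1 library of each group, as do 16 in all, which gave 4 to 9 lists and keep 3 of the 4 libraries of each group together, while the 18 splits with 2 induced libraries on each side gave 1 to 4.

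The fall of the fatty acid genes of Fig. 1d was weighed against technical explanations. Another scaling is argued against, since the highest log2 fold change of the 6 genes under RLE, upper quartile and library totals only was -0.20. A difference in library size is argued against by a log2 ratio of the mean totals of 0.047 (exact permutation p = 0.257). To test a trend with expression level and gene length, 10000 random lists were matched to the genes in both, among the 9866 tested genes with a known length. The 6 genes are those the paper presents from these libraries, so their own test is not independent evidence, and 0 lists had a median as low. For the 14 other genes of the wider synthesis list, which the study does not show, the median was -0.18 and 0.65% of the lists were as low. This argues against such a trend as the whole cause for those genes. They are not all synthesis genes, and include NADPH supply, SREBP regulators, Acsl and Ppt1. The median lay between ATPCL (-0.24) and Elo68alpha (-0.12), so leaving out 1 member can move it, which was not tested. A lower share of fat body RNA in induced heads could lower genes expressed there. The most abundant fat body transcripts (Yp1, Yp2, Yp3 and apolpp), which took 14.0% of the normalized counts of uninduced and 10.0% of those of induced heads, together fell by 0.49 on the log2 scale (standard error 0.087). AcCoAS, FASN1, FASN2 and Desat1 fell further than this, so a fall of the share by this amount alone does not account for them. Other fat body markers moved by -0.11 (Apoltp), -1.23 (fit) and -2.97 (Lsp1beta), so the size of a change in share is not settled. A lower share thus cannot be excluded for AcCoAS, FASN1, FASN2 and Desat1. For ACC and Baldspot, whose falls were smaller, a lower share of fat body RNA and a change in expression cannot be told apart. The oxidation list had a median of -0.53, near the change of the abundant fat body transcripts. A lower share of fat body RNA was not tested for that list or for the other lists. RU486 itself stays open for all 6 genes, because 0 libraries were fed RU486 with the repeat not induced, and the repeat and the drug cannot be told apart. The cell type in which the genes fell was not tested, and the fat body markers moved unequally, for example -0.35 for Yp2 and -4.47 for Lsp2, so a change of transcription within the fat body also stays open beside an effect in neurons.

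The xenobiotic response genes, listed because RU486 was fed to the induced flies alone, moved mostly down, with 11 of 14 lower and 1 higher (the same numbers adjusted over the list alone), and 10 lower and 2 higher under library totals only. GstD5, the one that rose most, had a log2 fold change of 3.12 on 0 to 3 counts per uninduced and 15 to 17 per induced library.

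FASN3, a further fatty acid synthase gene, was higher where FASN1 and FASN2 were lower (log2 fold change 1.01, adjusted p = 0.0024), on 8 to 11 counts per uninduced and 20 to 27 per induced library. It was higher in 4 of 4 induced libraries and under the 14 alternatives in which it was tested (0.93 to 1.18; it had too few counts for the filter of 10 in every library), and no explanation was tested.

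Dic3 lies 469 bases from Hey, and ACC lies 1935 bases from Dic3. Dic3 had 0 counts in each uninduced library and 10 to 13 in each induced one, which is at least 13.1-fold higher against a floor of 3 counts over the uninduced group. ACC, in contrast, was lower. No explanation was tested for this neighbourhood.

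The glial glutamate transporter gene Eaat1 was lower (log2 fold change -0.88, adjusted p = 3.0e-09, range over the alternatives 3.6e-96 to 8.6e-08), in 4 of 4 induced libraries. Of the 9 glial markers 2 were lower and 4 higher (the same numbers adjusted over the list alone), and 2 and 2 under upper quartile scaling. Among neuronal markers 4 were lower and 3 higher, with ChAT, whose exons overlap those of VAChT on the same strand by 606 bases, the furthest at 0.29. Rh4 was the furthest photoreceptor marker, at -0.39.

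The neuropeptide gene SIFa, whose exons overlap those of Start1 on the other strand, was lower (log2 fold change -2.68, adjusted p = 6.4e-09, 103 to 124 counts per uninduced and 15 to 23 per induced library), and the gene of its receptor, SIFaR, was higher (3.64, adjusted p = 1.7e-12). A general fall of neuropeptide genes was present, with 23 of 35 others lower and 6 higher and a median of -0.39 (17 and 9, and -0.21, under library totals only). Of these, CCAP fell furthest, with -1.44 (standard error 0.37) at low expression, while AstCC rose by 1.76, so a general fall of this size does not account for all of the fall of SIFa. A general rise of receptor genes is argued against as the whole cause of the rise of SIFaR. The 38 other receptor genes had a median of -0.019, with 9 higher and 6 lower (15 and 3 under library totals only, with a median of 0.16). A smaller contribution of such a rise stays open. The largest rises among the other receptor genes were those of ETHR (2.66) and NPFR (1.75), both smaller than that of SIFaR. A fall of the peptide with a rise of its receptor may be a response of one to the other, which was not tested.

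Falls made up a larger share of the called genes among abundant than among scarce genes, 75.2% of those past the fold change threshold among the 2476 most abundant genes and 37.4% among the 2477 least abundant. The difference was at least 19.9 percentage points under RLE, upper quartile and library totals only. Under library totals only, 79 of the most abundant genes fell and 127 rose, against 73 and 322 of the least abundant, so there the number of falls was nearly equal and the contrast lay in the rises. Normalization and a change of the abundant genes themselves cannot be told apart for this contrast, because the share of falls also moves with the number of rises. No biological explanation was tested.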
